# *Xrcc6* coordinates cardiomyocyte repair and immune regulation in myocardial ischemia-reperfusion injury: Fisetin as a therapeutic modulator

**DOI:** 10.3389/fimmu.2025.1653738

**Published:** 2025-09-17

**Authors:** Yijie He, Jin Li, Linlong Guo, Mu Chen, Haiqing Pan, Zhanqing Li, Hua Tian, Huan Yu, Yuhong Zhou, Hongwen Xiao

**Keywords:** ischemia-reperfusion, XRCC6, Fisetin, molecular dynamics, DNA damage

## Abstract

**Introduction:**

Myocardial ischemia-reperfusion (I/R) injury remains a major challenge in the treatment of ischemic heart disease. The DNA damage repair gene Xrcc6 has been implicated in cardiovascular pathology, but its role in myocardial I/R injury and its regulation by natural compounds remains unclear. We aimed to elucidate the role of Xrcc6 in I/R injury and to investigate the cardioprotective effects of the flavonoid Fisetin through Xrcc6-targeted modulation.

**Methods:**

We integrated bulk and single-cell RNA sequencing to analyze cardiomyocyte subtypes and gene expression profiles, and constructed co-expression modules using high-dimensional weighted gene co-expression network analysis (hdWGCNA). Trajectory inference and intercellular communication analyses were performed to assess cell fate dynamics and immune regulation. Molecular docking and dynamics simulations were used to evaluate Fisetin–Xrcc6 interactions. In vivo murine models of I/R injury were employed to confirm transcriptomic findings and to assess Fisetin’s cardioprotective mechanisms.

**Results:**

Transcriptomic analysis revealed significant downregulation of Xrcc6 post-I/R, with single-cell data highlighting vCMs3 as a reparative cardiomyocyte subtype whose abundance correlated with Xrcc6 expression. Pseudotime analysis positioned vCMs3 at early differentiation stages with dynamic Xrcc6 expression along the trajectory. CIBERSORT and CellChat linked Xrcc6 to macrophage polarization and immune regulation. Docking simulations demonstrated stable Fisetin–Xrcc6 binding (binding free energy: −7.55 kcal/mol). In vivo, Fisetin upregulated Xrcc6, reduced DNA damage (γH2A.X suppression), modulated inflammatory responses, and improved cardiac function after I/R injury.

**Discussion:**

Our study identifies Xrcc6 as a dual regulator of cardiomyocyte fate determination and immune modulation during myocardial I/R injury. Fisetin confers cardioprotection by targeting Xrcc6, offering mechanistic insights into DNA repair–immune crosstalk and providing a potential therapeutic strategy for ischemic heart disease.

## 1 Introduction

Cardiovascular diseases (CVDs) remain one of the leading causes of morbidity and mortality worldwide, with ischemic heart disease (IHD) contributing significantly to this burden (1–3). Despite advances in interventional therapies such as percutaneous coronary intervention (PCI) (4) and thrombolytic therapy (5) that have markedly improved the short-term prognosis of patients with myocardial infarction, myocardial ischemia-reperfusion (I/R) injury (6)—caused by the restoration of blood flow—has emerged as a critical barrier to long-term cardiac functional recovery and quality of life. Myocardial I/R injury triggers a cascade of pathological events, including oxidative stress (7), inflammatory responses (8), mitochondrial dysfunction (9), calcium overload, and various forms of programmed cell death, all of which compromise the structural and functional integrity of the myocardium (10). Elucidating the molecular mechanisms underlying myocardial I/R injury and identifying effective therapeutic targets are therefore key priorities in cardiovascular basic and translational research.

Among the multifactorial mechanisms implicated in I/R injury, oxidative stress-induced DNA damage (11)—particularly DNA double-strand breaks (DSBs)—plays a pivotal role in cardiomyocyte death and dysfunction (12, 13). DSBs represent one of the most lethal forms of DNA damage, directly threatening genomic stability and cell viability (14). Studies have shown that during ischemia and subsequent reperfusion, the excessive oxidative environment leads to significant accumulation of DNA damage in cardiomyocytes, resulting in p53 activation (15), cell cycle arrest, apoptosis, and necrosis (13). The maintenance of genomic integrity depends on the DNA damage response system, with non-homologous end joining (NHEJ) (16) and homologous recombination (HR) (17) serving as the principal pathways for DSB repair. *Xrcc6* (X-ray repair cross-complementing protein 6, also known as Ku70) is a key component of the NHEJ pathway. It forms a heterodimer with Ku80 to recognize broken DNA ends and recruit downstream proteins such as DNA-PKcs to facilitate repair (18, 19). While *Xrcc6* has been shown to be essential for DNA repair and cell survival in various cell types, its expression dynamics, cell-type specificity, and regulatory mechanisms in the context of myocardial I/R injury remain poorly understood (20).

The recent emergence of single-cell RNA sequencing (snRNA-seq) has provided powerful tools to dissect cellular heterogeneity within cardiac tissue under physiological and pathological conditions. Unlike traditional bulk RNA sequencing, snRNA-seq enables the identification of distinct cell subpopulations, as well as the tracking of their transcriptional states and fate trajectories at single-cell resolution (21). In the setting of myocardial I/R injury, the heterogeneity of cardiomyocytes, their differentiation potential, and the functional reprogramming involved in tissue repair have yet to be systematically characterized. Moreover, I/R injury not only affects cardiomyocytes but also reshapes the cardiac immune microenvironment, notably altering macrophage polarization states (22). Immune cell activation and inflammatory responses significantly influence cardiomyocyte survival and tissue regeneration (23). Thus, understanding how immune cell function is modulated during I/R injury—particularly through DNA repair factors—has become an important area of investigation.

Natural compounds derived from traditional Chinese medicine have attracted increasing attention in cardiovascular research due to their multi-target effects, low toxicity, and oral availability (24). Fisetin, a natural flavonoid (25) found in plants such as Rhus, strawberries, apples, and onions, exhibits a broad range of biological activities, including antioxidant, anti-inflammatory, anti-aging, and anti-tumor effects (26). Previous studies have demonstrated that Fisetin protects against tissue injury in various models by scavenging free radicals, inhibiting NF-κB signaling, and modulating apoptotic pathways (27). However, its cardioprotective potential in myocardial I/R injury and its molecular targets remain largely unexplored, particularly with respect to whether it can exert protective effects through the regulation of DNA repair pathways (28).

Given this background, the objectives of the present study are threefold: (1) to investigate the role of *Xrcc6* in myocardial I/R injury and its critical functions in cardiomyocyte repair; (2) to examine changes in cardiomyocyte subtypes during I/R injury and the regulatory role of *Xrcc6* using single-cell transcriptomics; and (3) to evaluate the cardioprotective effects of Fisetin in I/R models and elucidate its underlying mechanisms, particularly whether it acts through modulation of *Xrcc6*. Collectively, this research aims to provide novel mechanistic insights and identify targeted strategies for the treatment of myocardial I/R injury, while advancing the therapeutic potential of natural compounds in cardiovascular disease.

## 2 Methods

### 2.1 Establishment of an *in vitro* ischemia-reperfusion injury model in primary cardiomyocytes

To simulate myocardial ischemia-reperfusion (I/R) injury *in vitro*, an oxidative stress model was established using hydrogen peroxide (H_22_)-induced injury in primary neonatal mouse cardiomyocytes. Neonatal C57BL/6 mice (1–3 days old) were euthanized under sterile conditions, and the hearts were rapidly excised and rinsed in ice-cold phosphate-buffered saline (PBS) to remove residual blood. The cardiac tissue was then enzymatically dissociated using a combination of trypsin and collagenase to obtain a single-cell suspension.

The isolated cardiomyocytes were filtered through a cell strainer, centrifuged, and seeded onto culture dishes pre-coated with 0.1% poly-L-lysine. Cells were maintained in DMEM/F12 medium supplemented with 10% fetal bovine serum (FBS) and incubated at 37°C in a humidified atmosphere containing 5% CO_2_. Once the cells adhered and reached the logarithmic growth phase, they were subjected to oxidative stress treatment.

To model oxidative injury associated with I/R, cardiomyocytes were incubated in serum-free medium containing 100 μM H_22_ for 24 hours, based on preliminary optimization experiments. This exposure mimicked transient oxidative stress during ischemia. Subsequently, the medium was replaced with standard culture medium, and cells were maintained for an additional 24 hours to simulate the reperfusion phase.

### 2.2 Bulk RNA sequencing of primary cardiomyocytes undergoing ischemia-reperfusion injury

Total RNA was extracted from cardiomyocytes using TRIzol reagent (Invitrogen, USA) according to the manufacturer’s instructions. RNA purity and concentration were assessed using a NanoDrop 2000 spectrophotometer (Thermo Scientific, USA), while RNA integrity was evaluated using an Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA). Transcriptome libraries were constructed using the VAHTS Universal V5 RNA-seq Library Prep Kit (Vazyme, China), following the manufacturer’s protocol. Bulk RNA sequencing and subsequent data analysis were conducted by OE Biotech Co., Ltd. (Shanghai, China).

#### 2.2.1 Identification and functional characterization of DNA damage repair genes via multi-database integration

To systematically identify genes involved in DNA damage repair (DDR), we integrated multiple curated databases. Specifically, we intersected gene sets from the Human DNA Repair Genes database (29), the DNA repair-related gene sets in the Molecular Signatures Database (MsigDB), and DDR-associated genes from the GeneCards database. This approach yielded a high-confidence core set of 220 DDR genes (**Supplementary Table 1**).

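Supplementary Table 1 holds 220 entries with 219 different gene names. In the bulk RNA-seq tables of the primary cardiomyocytes, 211 of these names were found, and the other 8 were not analysed here. A count above 0 in at least 2 of the 7 libraries was present for 210 of them, and the comparisons of DDR genes between the I/R and NC groups cover these 210 genes. Of the 210 genes, 202 had a mean of at least 1 CPM (counts scaled to library size by edgeR) in the NC group.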

For sample clustering analysis, principal component analysis (PCA) was performed. Gene expression data were first normalized using z-score transformation. Dimensionality reduction was then conducted using the *prcomp* function from the *stats* package in R (version 3.6.0), allowing for visualization of sample distribution along principal components.

Differential expression analysis was carried out using the *DESeq2* package (version 1.32.0) (30). Genes with zero expression in more than 80% of samples were excluded during preprocessing. Count matrices were generated using the DESeqDataSetFromMatrix function, normalized using the DESeq function, and differential expression statistics were obtained via the results function.

To explore the biological functions of differentially expressed genes (DEGs), Gene Ontology (GO) enrichment analysis was performed using the *clusterProfiler* package (version 3.14.3) (31), with gene annotations from *org.Hs.eg.db* (version 3.1.0) as background. Analysis parameters were set to a gene set size between 5 and 5000, with significance thresholds of *p* < 0.05 and false discovery rate (FDR) < 0.25.

#### 2.2.2 Immune cell infiltration analysis

CIBERSORT (32), a widely adopted tool for immune cell deconvolution, employs a linear support vector regression algorithm based on a reference gene expression matrix of 22 immune cell subtypes (LM22). In this study, the *CIBERSORT* algorithm was applied to RNA-seq data to quantitatively estimate the relative abundance of 22 immune cell types within each sample.

To further investigate the relationship between gene expression and immune infiltration, Spearman correlation analysis was conducted between the expression of key genes and the estimated proportions of immune cell subtypes. Results were visualized using hierarchical clustering heatmaps and scatter plots, enabling a comprehensive characterization of the immune landscape and its association with gene expression patterns in the I/R injury microenvironment.

### 2.3 Single-cell RNA sequencing analysis of cardiac tissue from a mouse ischemia-reperfusion injury model

#### 2.3.1 Data quality control and preprocessing

Stringent quality control (QC) criteria were applied to preprocess single-cell RNA sequencing (snRNA-seq) data. The following thresholds were used to filter out low-quality cells while retaining biologically informative populations (1): mitochondrial gene expression percentage < 30%; (2) minimum number of unique molecular identifiers per cell ≥ 500; (3) minimum number of detected genes per cell ≥ 250.To reduce technical artifacts, a multi-step QC pipeline was employed: (1)Standardization of all samples using the *omicverse* analytical framework (33, 34). (2)Detection and removal of potential doublets using the *sccomposite* algorithm (35) to eliminate cell multiplets that could confound downstream analyses. (3)Batch effect correction across samples using the *Harmony* algorithm (36), ensuring the comparability of datasets from different biological replicates or experimental conditions. The outcomes of Harmony integration, visualized through UMAP projections before and after correction, confirmed effective removal of batch effects while preserving biologically meaningful clustering (**Supplementary Figure S2**).

Detailed metadata for all samples, including GEO accession IDs, treatment conditions, and sequencing parameters, are provided in **Supplementary Table 2**.

#### 2.3.2 Dimensionality reduction, clustering, and cell type annotation

Following batch correction, snRNA-seq data were subjected to dimensionality reduction, unsupervised clustering, and cell type identification. The first 50 Harmony-corrected principal components were used to construct a k-nearest neighbors (k-NN) graph (k = 15), representing cellular similarity. Non-linear dimensionality reduction was then performed using the UMAP algorithm for visualization of the cellular landscape.

Unsupervised clustering was conducted using the *Leiden* algorithm (37), with the clustering resolution optimized to identify distinct and biologically meaningful cell subpopulations. Cell type annotation was carried out through a hierarchical strategy integrating multiple lines of evidence: Expression patterns of known marker genes, QC metrics, and Curated reference data from the CellMarker 2.0 database.

Each cell cluster was manually annotated based on this integrated approach to ensure high-confidence classification.

#### 2.3.3 Identification of cardiomyocyte subtypes

From the clustered dataset, cardiomyocytes were extracted for focused analysis. These cells were subjected to a separate round of Leiden clustering to identify putative cardiomyocyte subtypes.

To validate the biological relevance of each subtype, the following analyses were conducted: (1) Identification of subtype-specific differentially expressed genes (DEGs) using thresholds of *log FC* > 0.25 and *p* < 0.05. (2) GO biological process enrichment analysis of DEGs using the *clusterProfiler* package (*p.adjust* < 0.05). (3) Functional annotation based on known cardiomyocyte development and functional pathways, such as cardiac contraction and energy metabolism.

Finally, UMAP visualization was used to map the spatial distribution of distinct functional subtypes. The relative abundance of each subtype was quantified under different experimental conditions to reveal dynamic changes associated with ischemia-reperfusion injury.

#### 2.3.4 Abundance analysis of cardiomyocyte subpopulations

To systematically assess the dynamic changes in cardiomyocyte subpopulation abundance, we applied the *miloR* algorithm (38). The Seurat object containing single-cell RNA-seq data was first converted into a SingleCellExperiment object while retaining the original dimensionality reduction results. This object was then used to initialize the Milo analysis framework.

Using the top 50 principal components, we constructed a k-nearest neighbor graph and defined cell neighborhoods using a refined strategy. For each sample, the distribution of cells across neighborhoods was computed. A generalized linear model (GLM) was applied to test for differences in neighborhood abundance between conditions, and a distance matrix was computed to evaluate the spatial relationships among neighborhoods. The statistical significance threshold was set at *P* < 0.05.

Significantly altered neighborhoods (|logFC| > 1) were visualized by projecting them onto the UMAP embedding. Swarm plots were used to depict logFC changes for each cardiomyocyte subpopulation, where blue indicates enrichment in the normal control (NC) group and red indicates enrichment in the ischemia-reperfusion (I/R) group. All plots were generated and optimized using the ggplot2 package. This approach provided a high-resolution view of compositional shifts in cardiomyocyte populations under pathological conditions, offering new insights into cellular heterogeneity during cardiac injury.

#### 2.3.5 hdWGCNA analysis of cardiomyocyte subpopulations and key gene identification

To explore the regulatory architecture of gene expression across cardiomyocyte subtypes, we employed high-dimensional weighted gene co-expression network analysis (39). This method allowed us to construct and analyze co-expression networks to identify key gene modules within specific subpopulations.

The analysis pipeline was as follows: First, snRNA-seq data were preprocessed, and meta cells were constructed based on UMAP embeddings to reduce data sparsity. The expression matrix was normalized, and genes expressed in at least 5% of cells were retained using the “fraction” filtering method. A soft-thresholding power was determined to ensure scale-free topology, followed by the construction of a signed topological overlap matrix (TOM) and hierarchical clustering to define gene modules.

To assess the biological relevance of each module, we calculated module eigengenes (hMEs) and gene connectivity scores (kME). The top 25 hub genes from each module were selected for downstream analysis. Module scores were computed using the *UCell* algorithm, and their distribution across cardiomyocyte subtypes was visualized using UMAP projections.

Additionally, marker genes for each cardiomyocyte subtype were identified using Seurat’s FindAllMarkers function. Overlap between module genes and cell-type marker genes was quantified using the *GeneOverlap* package, providing insight into subtype-specific regulatory modules. All figures were created using the *ggplot2* and *patchwork* packages.

To identify functional key genes, we intersected the list of differentially expressed DNA damage response related genes (derived from bulk RNA-seq) with hub genes identified in the hdWGCNA network. This Venn-based integration strategy pinpointed candidate genes that were both significantly dysregulated and centrally positioned within co-expression networks. These genes were considered key regulators of cardiomyocyte function in the context of I/R injury. By combining differential expression analysis with network centrality, this strategy enhances the robustness and biological relevance of subsequent functional validation efforts.

#### 2.3.6 Pseudotime analysis of cardiomyocyte subpopulations

To investigate the dynamic trajectories of cardiomyocyte development, we employed a multi-step integrative pseudotime analysis strategy. Initially, *CytoTRACE2* (40) was used to infer cellular differentiation potential. Key parameters included a batch size of 10,000, a smoothing window of 1,000, a maximum of 50 principal components, and a fixed random seed (random_state = 14). Parallel computation was enabled to ensure robustness and computational efficiency.

Using the UMAP embedding and the batch-corrected principal component matrix (X_pca_harmony), the top 50 principal components were used as input features. Trajectory root points were determined based on CytoTRACE2-inferred differentiation scores. To construct developmental lineages, we applied the *Slingshot* algorithm (41) with three iterative refinements (n_epochs = 10), enhancing the accuracy of inferred paths. We further employed the *PAGA* (Partition-based Graph Abstraction) algorithm to explore topological relationships among cell states.

For high-resolution trajectory sampling, we integrated the *Palantir* algorithm (42), setting the number of waypoints to 500. This approach allowed for the calculation of branch probabilities and pseudotime entropy, offering insights into the dynamics of cell fate decisions.

To resolve complex trajectory structures such as branching and cyclic transitions, we also utilized the *VIA* algorithm (43). VIA combines graph neural networks with MCMC-based optimization and features a novel “delayed jump” random walk mechanism, demonstrating high robustness in modeling non-linear and multifurcating trajectories.

All gene expression matrices used in trajectory analysis were first imputed using the *MAGIC* algorithm to reduce sparsity. Pseudotime trajectories generated by different methods were integrated to examine temporal expression dynamics of key genes. Results were visualized in UMAP space, mapped alongside cell-type annotations, enabling multidimensional validation and interpretation.

#### 2.3.7 Cell–cell communication analysis

To investigate differences in intercellular communication networks under distinct experimental conditions, we performed systematic cell–cell interaction analysis using the *CellChat* (44) framework in R.

Independent CellChat objects were constructed for both the normal control (NC) and ischemia-reperfusion (I/R) groups. The computeCommunProb function was used to quantify communication probabilities between cell subpopulations, while the computeCommunProbPathway function was employed to identify specific signaling pathway interactions.

The ligand–receptor interaction database was sourced from *CellChatDB.mouse*, which contains a comprehensive set of curated mouse ligand–receptor pairs. To ensure the reliability of inferred interactions, a minimum cell count threshold of *n* = 10 was applied to filter out low-confidence communication events.

This analysis enabled a comparative view of intercellular signaling landscapes between physiological and pathological states, providing mechanistic insights into how cardiomyocyte and non-cardiomyocyte populations coordinate during I/R injury.

### 2.4 Molecular docking and molecular dynamics simulation of Fisetin with *Xrcc6*

#### 2.4.1 Molecular docking

To investigate the potential binding mode between Fisetin and the *Xrcc6* protein (45), molecular docking was performed using computational approaches. The 3D structure of Fisetin was retrieved from the PubChem database, and docking simulations were carried out with *AutoDock Vina* (v1.2.0) (46). First, the active binding pockets of Xrcc6 were predicted using the *CB-DOCK2* algorithm (47), and the corresponding spatial coordinates were selected as the docking targets.

Subsequently, the docking was refined using Vina’s scoring function to predict the optimal binding conformation of Fisetin at the active site. The binding free energy was calculated to evaluate the interaction strength, providing a reliable structural basis for the following molecular dynamics (MD) simulations.

#### 2.4.2 Molecular dynamics simulation

To further assess the stability of the Fisetin–Xrcc6 interaction, molecular dynamics simulations were conducted using *GROMACS 2022* (48). The AMBER14SB force field was applied to the protein, and the GAFF (General AMBER Force Field) was used for the Fisetin ligand, as the AMBER framework offers accurate protein backbone energetics, reliable ligand parametrization, and has been widely validated in protein–ligand binding free-energy simulations (49–52). The system was solvated in a TIP3P water box under periodic boundary conditions. Following energy minimization, equilibration was conducted through 100 ps of NVT and 100 ps of NPT simulations to ensure structural stability. LINCS constraints were applied to all hydrogen bonds with a 2 fs integration time step. Long-range electrostatics were treated using the Particle Mesh Ewald (PME) method with a cutoff of 1.2 nm, and van der Waals interactions were truncated at 10 Å with the neighbor list updated every 10 steps. The system temperature was maintained at 298 K using the V-rescale thermostat, and the pressure was kept at 1 bar using the Berendsen barostat. A 100 ns production run was then carried out, with trajectory snapshots saved every 10 ps for further analysis. Visualization and structural evaluations were performed using VMD and PyMOL, focusing on root mean square deviation (RMSD) and the dynamic profile of hydrogen-bond formation throughout the simulation. Finally, binding free energy was estimated with the MM/PBSA method using the g_mmpbsa tool, providing additional evidence for the stability and potential biological relevance of the Fisetin–Xrcc6 interaction.

### 2.5 Protective effects and mechanistic validation of Fisetin on myocardial ischemia-reperfusion injury

#### 2.5.1 Animals and treatment

Six-week-old C57BL/6 male mice were obtained from SLAC Experimental Animal (Shanghai, China) and were housed at 22–24 °C in a 12 h/12 h light/dark cycle with unrestricted access to a standard diet and tap water. After acclimatization feeding, the eight-week-old male mice were randomly divided into four groups: Sham control (Sham), Fisetin treatment (Fisetin), I/R model (I/R), and I/R + Fisetin (I/R+Fisetin). One week before establishing the myocardial I/R injury model, oral gavage was used to provide 40 mg kg-1/day of Fisetin (B20953 Shanghai yuanye Bio-Technology Co., Ltd. Purity: 98%) until the experiment’s terminus. The chemical structure of Fisetin was shown in **Figure 1**. At the end of the experimental procedure, following echocardiography, mice were euthanized under avertin anesthesia (Meilun, China). Heart tissues and serum were collected for analysis.

**Figure 1:**
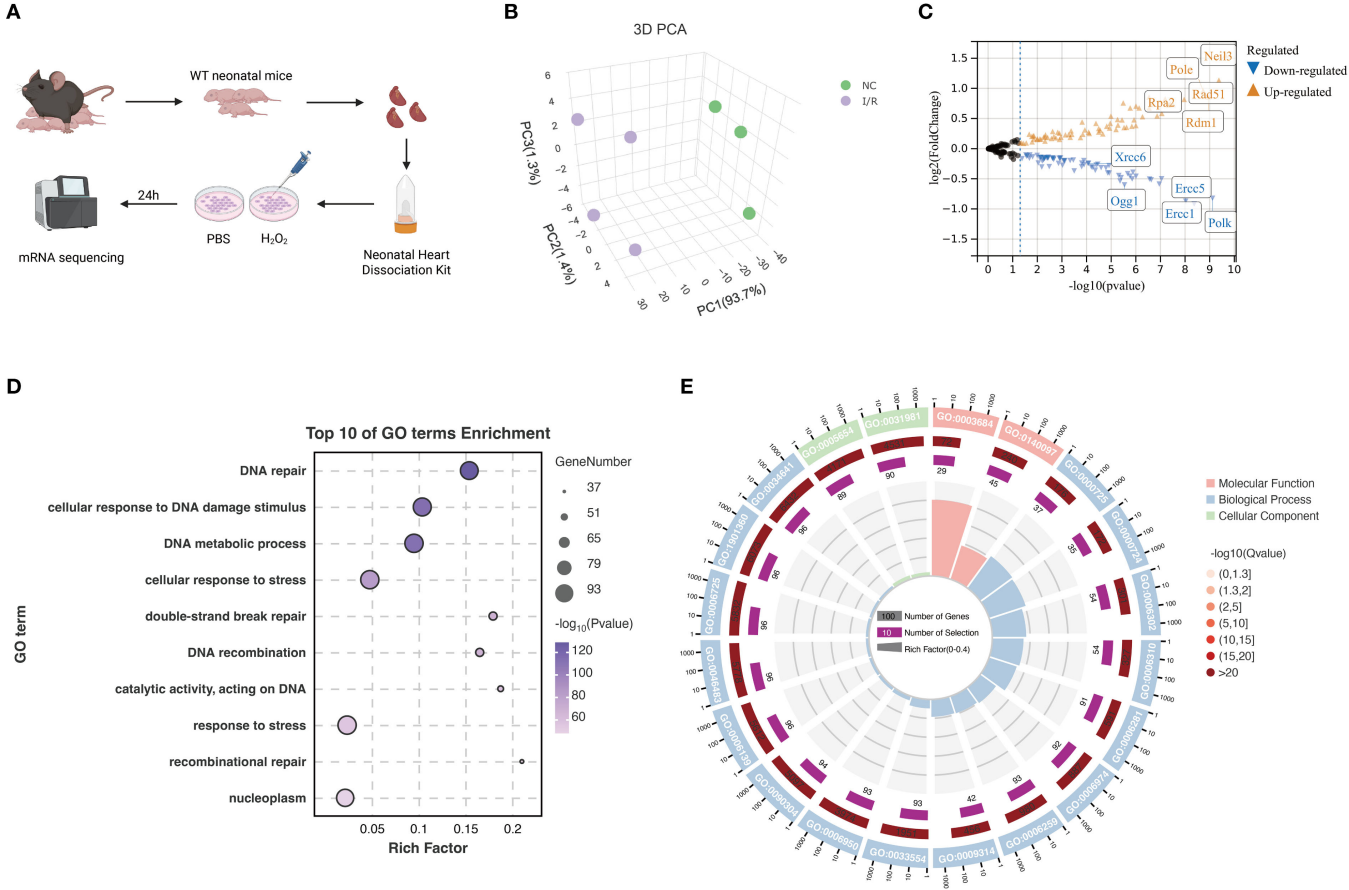
Transcriptomic profiling of mRNA expression changes in primary mouse cardiomyocytes. **(A)** Schematic diagram of the experimental workflow. Cardiac tissues were isolated from neonatal wild-type mice, and cardiomyocytes were dissociated using a commercial cardiac cell dissociation kit. Cells were treated with PBS or H_22_ for 24 hours. Total RNA was extracted and subjected to mRNA sequencing. **(B)** 3D principal component analysis (PCA) plot showing clear separation between the NC and I/R groups, indicating significant differences in mRNA expression profiles. **(C)** Volcano plot of differentially expressed genes. Upregulated genes are shown in orange and downregulated genes in blue. Significantly altered genes such as *Xrcc6*, *Ogg1*, *Pole*, and *Neil3* are labeled. **(D)** Gene Ontology enrichment analysis of DEGs. The top 10 significantly enriched biological processes are shown, primarily related to DNA repair, stress response, and double-strand break repair. **(E)** Circular GO plot categorizing enriched GO terms by function: molecular function, cellular component, and biological process. The plot illustrates the number of genes, enrichment level (Rich Factor), and statistical significance (-log10 Q-value) for each term. Created in BioRender. He, Y. (2025) https://BioRender.com/k32w6og.

#### 2.5.2 Establishment of mouse myocardial I/R injury model

Adult male C57BL/6 mice were weighed and anesthetized by intraperitoneal injection of avertin (200 mg/kg). After tracheal intubation, mice were connected to a small animal ventilator. The chest skin was disinfected with povidone-iodine, followed by thoracotomy to expose the heart. The left anterior descending coronary artery (LAD) was ligated with 7–0 suture to induce myocardial ischemia for 45 minutes, followed by reperfusion for 24 hours. Sham-operated mice underwent the same procedure except for the ligation step.

#### 2.5.3 Echocardiography

Mice were anesthetized with avertin (200 mg/kg) and echocardiography was performed using the VINNO D700 high-resolution ultrasound imaging system (VINNO Corporation, Suzhou, China). M-mode echocardiography was used to measure ejection fraction (EF) and fractional shortening (FS). Three consecutive cardiac cycles were recorded for analysis. Successful occlusion of the artery was confirmed by ST- segment elevation on electrocardiogram (ECG). Evaluations were performed 24 hours after I/R injury, with corresponding sham and model groups serving as controls.

#### 2.5.4 TTC staining for infarct size

At 24 hours post-I/R, mice were euthanized by cervical dislocation under anesthesia. Hearts were rapidly excised, rinsed in 0.9% saline, and sectioned. Heart slices were incubated in 2% triphenyltetrazolium chloride (TTC) solution (Solarbio, China) at 37°C in the dark. Viable myocardium stained red, while infarcted areas remained pale. Images were captured using a stereomicroscope (Nikon, Japan), and infarct size was quantified using Image Pro Plus 6.0 software.

#### 2.5.5 Lactate dehydrogenase activity assay

Serum samples were analyzed for LDH activity. LDH levels were measured using a LDH assay kit according to the manufacturer’s instructions (Jiancheng, China). Briefly, 20 μL of sample, 250 μL substrate buffer, and 5 μL coenzyme I added per well and incubated at 37°C for 15 minutes. Then, 250 μL of 2,4-dinitrophenylhydrazine was added, mixed, and incubated for another 15 minutes at 37°C. Next, 250 μL of 0.4 mol/L NaOH was added, mixed, and incubated at room temperature for 5 minutes. Absorbance at 450 nm was measured by microplate reader. LDH activity (U/L) was calculated as:LDH activity = [(OD_sample - OD_control)/(OD_standard - OD_blank)] × standard concentration × dilution factor × 1000.

#### 2.5.6 Creatine kinase-MB content assay

Serum samples were analyzed for CK-MB activity. CK-MB levels were measured using a commercial mouse CK-MB ELISA kit according to the manufacturer’s instructions (JONLNBIO, China). Briefly, 100 μL of standards or samples were added to wells and incubated at 37°C for 90 minutes. Wells were washed, followed by incubation with 100 μL biotinylated antibody at 37°C for 60 minutes. After washing, 100 μL HRP-conjugated reagent was added and incubated at 37°C for 30 minutes. After washing again, 90 μL substrate solution was added and incubated for 15 minutes at 37°C. Finally, 50 μL stop solution was added, and absorbance was measured at 450 nm. CK-MB concentrations were calculated based on the standard curve.

#### 2.5.7 Western blot analysis

Myocardial tissues were lysed in appropriate lysis buffer, and the lysates were centrifuged at 13500 rpm for 20 minutes at 4°C. Supernatants were collected and stored at −80°C. Protein concentrations were determined using the BCA assay. Samples containing 70 μg protein were mixed with 5× loading buffer and PBS, boiled at 100°C for 10 minutes, and subjected to SDS-PAGE. Proteins were transferred onto nitrocellulose membranes by wet transfer. After blocking, membranes were then incubated with secondary anti-rabbit or anti-mouse polyclonal antibodies, including rabbit anti-phospho-histone H2A.X antibody (Cat#: R381558, 1:1000, ZEN-BIOSCIENCE, Chengdu, China), rabbit KU70,Xrcc6 polyclonal antibody (Cat#: 10723-1-AP, 1:1000, Proteintech, Wuhan, China), rabbit β-actin antibody(Cat#: GB15003-100, 1:5000, Servicebio, Wuhan, China) and Goat anti-rabbit IgG H&L (Cat#: 511203, 1:10000, ZEN-BIOSCIENCE, Chengdu, China). After incubation with secondary antibodies, protein bands were detected using ChemiDoc MP system (Bio-Rad Laboratories, USA). β-actin was used as a loading control, and band intensities were quantified for comparison.

#### 2.5.8 ELISA for IL-6 and TNF-α

Serum was collected as above. IL-6 and TNF-α levels were quantified using commercial ELISA kits according to the manufacturer’s protocols (Liankebio, China). Absorbance was measured at 450 nm, and cytokine concentrations were calculated based on standard curves.

#### 2.5.9 Synthesis and transfection of overexpression plasmids and siRNAs

The siRNA of *Xrcc6* was designed and synthesized by GenePharma (Suzhou, Jiangsu, China) (**Tables 1-A, B**). *Xrcc6* plasmids were constructed by HANbio biotechnology (shanghai, China). The pcDNA3.1 (+) empty vector was used as a negative control. Under appropriate conditions, siRNAs and NC were transfected into cells with X-treme GENE siRNA Transfection Reagent (Roche, Mannheim, Germany) and Lipofectamine™ RNAiMAX Transfection Reagent (Thermo Scientific, Carlsbad, USA). Lipofectamine 2000 reagent (Invitrogen, Carlsbad, CA, USA) and ViaFect™ Transfection Reagent (Promega Corporation, Beijing, China) were used to transfect overexpressing plasmids to cells.

**Table 1-A:** The sequences of siRNAs for *Xrcc6*.

siRNA	sense	5’- GGAAGAGAUAGUUUGAUUUTT -3’
	antisense	5’- AAAUCAAACUA UCUCUUCCTG -3’

**Table 1-B:** The sequences of negative control for siRNA.

NC	sense	5’- UUCUCCGAACGUGUCACGUTT -3’
	antisense	5’- ACGUGACACGUUCGGAGAATT -3’

#### 2.5.10 Detection of cellular ROS production

Cellular ROS of cultured cardiomyocytes was examined by fluorometric intracellular ROS Kit (Beyotime, Shanghai, China) according to the manufacturer’s instructions. The samples were observed under a fluorescence microscope (Zeiss, Jena, Germany).

#### 2.5.11 Statistical analysis

Data are expressed as the mean ± SEM. All data and results were explicated in blinded fashion. GraphPad Prism 8.0 software with *post-hoc* multiple testing correction was used to perform statistical analyses. The normality of data was examined by Shapiro-Wilk test before parametric or non-parametric tests. For comparisons, normally distributed data were analyzed by one-way ANOVA analysis followed by Tukey’s *post-hoc* multi-comparison test (multiple-group analysis). For non-normally distributed data, a multiple-group analysis was performed with Kruskal Wallis test with Dunn’s multiple comparisons. No experiment-wide multiple testing correction was applied; only within-test corrections were made. The representative image was selected from repeated experiments to best represent the mean value. ANOVA analysis (for normally distributed data) and Kruskal Wallis tests (for non-normally distributed data) were used to calculate adjusted P values for comparison of multiple groups.

## 3 Results

### 3.1 Establishment of primary cardiomyocyte I/R injury model and gene expression analysis

In this study, an *in vitro* ischemia-reperfusion (I/R) injury model using neonatal mouse primary cardiomyocytes was established, followed by eukaryotic reference-based transcriptome sequencing (**Figure 1A**). Specifically, cardiac tissues were isolated from wild-type neonatal mice, enzymatically dissociated using appropriate kits, and treated with either PBS (control) or H_22_ (I/R simulation). 

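Primary cardiomyocyte cultures of neonatal mice were sequenced in 7 libraries, 3 of the NC group and 4 of the I/R group. The I/R cultures received 100 μM hydrogen peroxide, which stands in for the oxidative part of ischemia and reperfusion. The paper's Methods give 24 hours of exposure in serum-free medium and 24 hours of recovery in standard medium, and its Results give 24 hours. For the I/R libraries the sample labels give 24 hours of exposure and 24 hours of recovery, the times of the Methods. The sample labels place all libraries in the same batch. Whether replicates came from separate cell isolations is not stated. The authors deposited the raw number of counts on each of 26423 genes, listed by symbol, and the FPKM values made from them by scaling to gene length and library total. The paper's text does not name the aligner, the genome build, the annotation or the counting program and its strand setting. The total count was 40279996, 39926872 and 40071766 in NC replicates 1 to 3. It was 40564742, 39559063, 39333600 and 39967231 in I/R replicates 1 to 4. From the raw counts, I/R was compared with NC by edgeR's quasi-likelihood test with TMM scaling, over the 21188 genes with a count above 0 in at least 2 libraries. This filter follows the paper's Methods, and no limit was set on the fold change. Genes with an adjusted p-value under 0.05 after Benjamini-Hochberg adjustment are called differentially expressed genes (DEGs). Each log2 fold change is I/R over NC. The variation between replicates beyond counting noise had a coefficient of 3.21%, and the 10 most abundant genes took 11.7 ± 0.345% (SD, n = 3) of the counts in NC and 6.96 ± 0.0926% (SD, n = 4) in I/R. Limits from depth cover counting error only.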

After 24 hours, samples were subjected to RNA sequencing.

Principal component analysis (PCA) was then performed on the transcriptomic data. 

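The principal components were computed from log2(FPKM + 1) values, converted to z-scores per gene, of the 21188 genes kept by the filter on low counts. The first component (PC1) held 56.5% of the variance, the second 9.02% and the third 8.80%. The PC1 scores lay between −119 and −115 in the 3 NC libraries and between 85.9 and 89.0 in the 4 I/R libraries, so the distance between the groups was larger than the spread within either. The share on PC1 moved most when genes were centred but not scaled to the same variance, which gave 93.9%.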

The 3D PCA plot (**Figure 1B**) showed that PC1 accounted for 93.7% of the variance, clearly separating the NC (normal control) and I/R groups, indicating distinct gene expression profiles between them.

Subsequent differential expression analysis focused on DNA damage response (DDR)–related gene sets. 

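Of the 21188 genes tested, 11283 were DEGs, 5516 of them higher and 5767 lower in I/R. The count moved most with an added limit of at least 1 on the absolute log2 fold change, which left 3479 genes, 1170 higher and 2309 lower. In 11340 genes (53.5%) the values of the I/R and NC libraries did not overlap, against 5.71% that chance gives for 3 libraries against 4. The largest falls among DEGs with a mean count of at least 100 and no overlap between the groups were those of *Npy1r* (log2 fold change −7.84), *Angpt1* (−7.63), *Mmp9* (−7.62), *Lratd1* (−6.78) and *Hp* (−6.47). Counts in I/R libraries were 1 to 5 for *Npy1r* and *Angpt1*, 5 to 9 for *Mmp9* and 0 to 7 for *Lratd1*. The sizes and order of these falls are therefore uncertain. On log2(FPKM + 1) values the log2 fold changes of the 5 genes, in the same order, were −2.10, −1.98, −3.24, −1.58 and −5.94. Among the 210 DDR genes tested, 142 were DEGs, 55 higher and 87 lower in I/R. Adjusted over the list alone, 144 DDR genes passed the same threshold, 56 higher and 88 lower. With the added limit on the fold change 20 DDR genes remained in the count, and all 20 were lower in I/R. *Ercc1*, with a log2 fold change of 0.99985, missed the limit narrowly. With library totals in place of TMM factors the log2 fold change was 1.063 for *Ercc1* and 1.026 for *Ercc5*. Leaving out each library in turn gave 0.9638 to 1.0428 for *Ercc1* and 0.9205 to 1.0033 for *Ercc5*. The absence of a rise past the limit thus depends on the scaling and on single libraries.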

A volcano plot (**Figure 1C**) illustrated the differential gene expression between groups. 

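At an unadjusted p under 0.05, the line drawn in Figure 1C, 150 DDR genes differed, 58 of them higher and 92 lower in I/R. Some of the DDR genes with the largest changes are not named in the text. *Fancd2* fell from 7.70 ± 0.0642 CPM (SD, n = 3) in NC to 1.79 ± 0.389 CPM (SD, n = 4) in I/R, a log2 fold change of −2.11 (standard error 0.139, edgeR adjusted p = 1.56e-18). The log2 fold change was −2.05 for *Brip1*, −2.04 for *Exo1* and −1.94 for *Parpbp*. *Per1* rose from 32.4 ± 1.68 CPM (SD, n = 3) to 49.8 ± 1.93 CPM (SD, n = 4), a log2 fold change of 0.62 (standard error 0.0455, edgeR adjusted p = 8.75e-17). In each of these 5 genes the NC and I/R libraries did not overlap.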

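*Neil3*, a DNA glycosylase gene, had 8.44 ± 0.891 CPM (SD, n = 3) in NC and 1.12 ± 0.0958 CPM (SD, n = 4) in I/R, a log2 fold change of −2.91 (standard error 0.143, edgeR adjusted p = 1.75e-23). The log2 fold change was −1.78 for *Pole*, −1.04 for *Rpa2* and −1.86 for *Rdm1*, with edgeR adjusted p-values of at most 2.27e-15. *Xrcc6* had 25.2 ± 0.927 CPM (SD, n = 3) in NC and 28.8 ± 0.902 CPM (SD, n = 4) in I/R, a log2 fold change of 0.19 (standard error 0.0530, edgeR adjusted p = 0.00185). Every I/R library had a higher *Xrcc6* value than every NC library (two-sided exact permutation test, p = 0.0571, the smallest p that 3 libraries against 4 allow). Leaving out each library in turn kept the *Xrcc6* log2 fold change between 0.17 and 0.22. In the same libraries the median log2 fold change was −2.13 for cardiomyocyte markers and 1.35 for macrophage markers. Whether a changed mix of cell types contributes to the small rise of *Xrcc6*, or hides another change, was not tested. In RefSeq's annotation of GRCm38.p6, *Xrcc6* overlaps *Desi1*, which had a log2 fold change of 0.28, and reads of the overlap were counted under a strand setting that is not stated. *Ogg1* had a log2 fold change of 0.63 (standard error 0.0948, edgeR adjusted p = 1.15e-07) and overlaps *Camk1*, whose log2 fold change was 0.25. The log2 fold change was 0.96 for *Ercc5*, 0.99985 for *Ercc1* and 0.89 for *Polk*. In none of these 9 genes did the NC and I/R libraries overlap, and 0 of the 9 changed sign under another normalization, filter or unit or with a library left out.

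**Figure D1:**
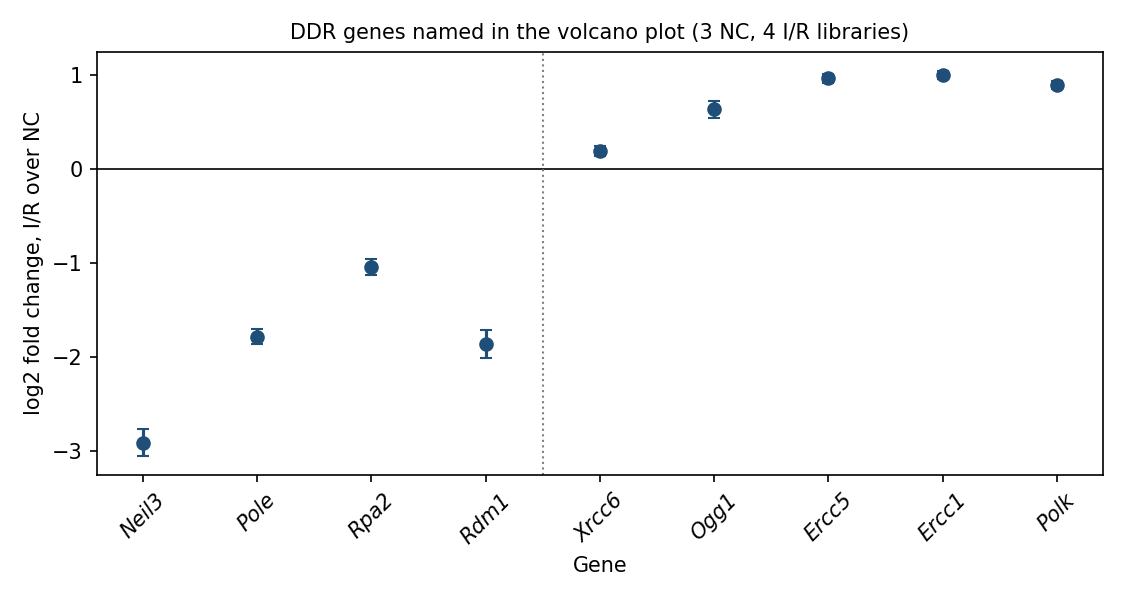
Log2 fold change (I/R over NC) of 9 DDR genes, from 3 NC and 4 I/R libraries. Points are edgeR estimates and bars their standard errors; the 4 genes left of the dotted line lie between −2.91 and −1.04 and the 5 right of it between 0.19 and 1.00.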

Genes such as *Neil3*, *Pole*, *Rpa2*, *Rad51*, and *Rdm1* were significantly upregulated, whereas *Xrcc6*, *Ogg1*, *Ercc5*, *Ercc1*, and *Polk* were downregulated, suggesting that these genes may play critical roles in cardiomyocyte I/R injury.

Furthermore, Gene Ontology (GO) enrichment analysis of the differentially expressed genes (DEGs) was conducted. **Figure 1D** displays the top 10 enriched GO terms, with notable enrichment in DNA repair–related processes. **Figure 1E** presents a circular visualization of enriched terms across different GO categories (molecular function, biological process, cellular component), indicating that alterations in DNA repair–associated gene expression may represent a key molecular mechanism underlying myocardial I/R injury. These findings provide important insights into the potential regulatory pathways involved.

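No GO annotation was at hand, and the DDR genes of Supplementary Table 1 were compared with all other genes tested. DEGs made up 67.6% of the 210 DDR genes and 53.1% of the 20978 other genes, an odds ratio of 1.84 (two-sided Fisher's exact test, p = 2.71e-05). The ratio changed direction when genes with low counts were left out. Among genes with a mean count of at least 100, DEGs were 71.6% of 194 DDR genes and 76.2% of 11509 other genes, an odds ratio of 0.789 (Fisher's exact test, p = 0.149). With edgeR's filterByExpr, which kept 14801 genes, the odds ratio was 0.988 (Fisher's exact test, p = 0.937). From the enriched GO terms, the paper proposes altered expression of DNA repair genes as a key mechanism of myocardial I/R injury.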

### 3.2 Subtype analysis of cardiomyocytes and identification of key genes in the I/R mouse model

To explore cardiomyocyte subtype-specific responses in ischemia/reperfusion (I/R) injury, we conducted a comprehensive analysis of single-nucleus RNA-sequencing (snRNA-seq) data from the I/R mouse model (GEO: GSE270888) (**Figure 2A**) (**Supplementary Table 2**). Comparative analysis revealed marked differences in both cellular composition (**Supplementary Figure S1A**) and transcriptomic profiles (**Supplementary Figure S1C**) between Sham and I/R heart tissues. Notably, the proportion of cardiomyocytes was significantly reduced in the I/R group (**Supplementary Figure S1B**), consistent with the pathological features of I/R injury. Ischemia and hypoxia trigger cardiomyocyte apoptosis and necrosis, leading to a loss of functional myocardium. This depletion of cardiomyocytes impairs cardiac contractility and underlies many I/R-related pathophysiological manifestations, including heart failure.

**Figure 2:**
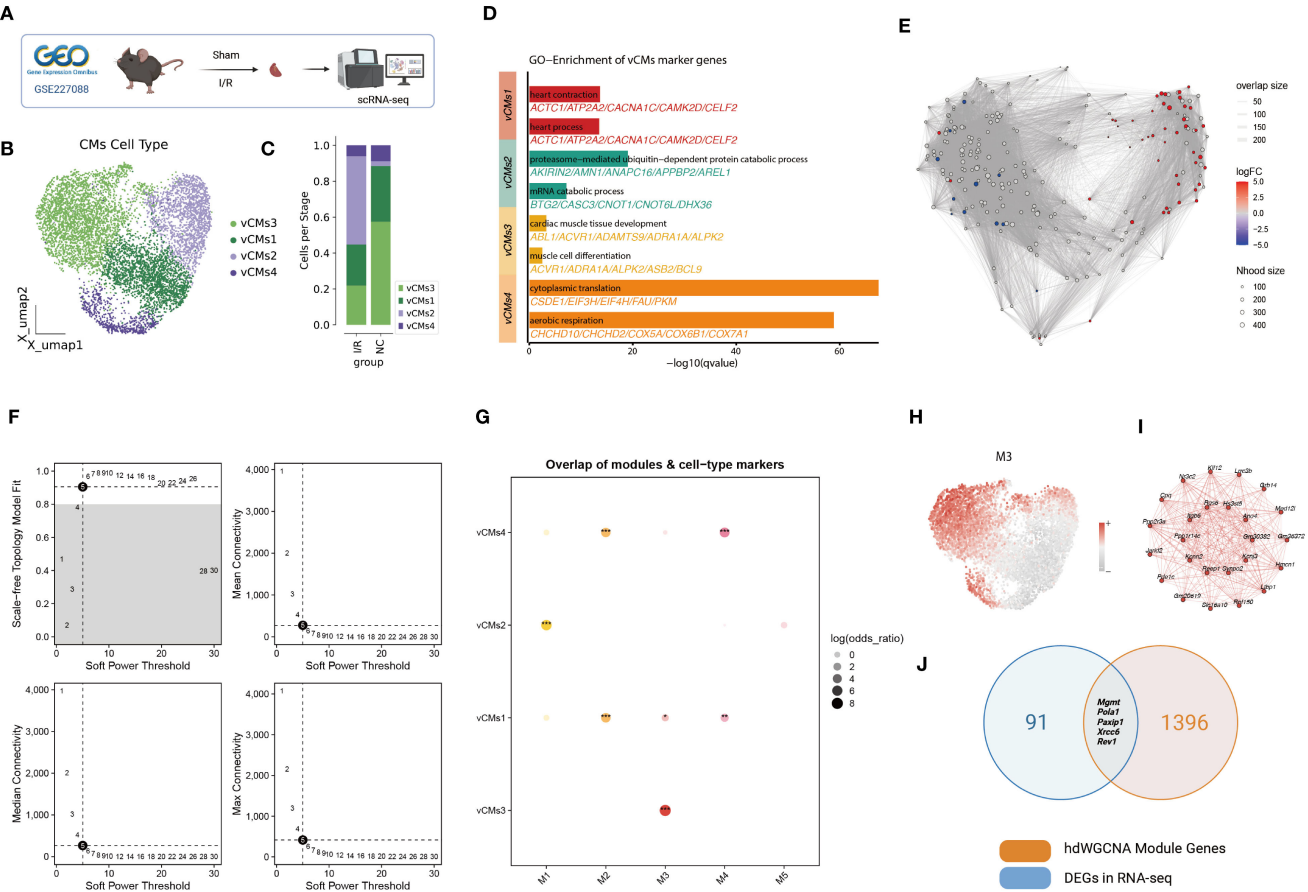
Single-nucleus RNA-seq analysis of the murine myocardial ischemia/reperfusion (I/R) model. **(A)** Schematic of snRNA-seq workflow. Cardiac tissues were collected from Sham and I/R groups for single-nucleus RNA sequencing. **(B)** UMAP clustering of ventricular cardiomyocytes revealed four distinct subtypes (vCMs1–vCMs4). **(C)** Proportional distribution of vCM subtypes across Sham and I/R groups. **(D)** Gene Ontology enrichment analysis of marker genes for each vCM subtype. **(E)** Neighborhood abundance analysis using the *miloR* algorithm showed a significant increase in vCMs2 and a decrease in vCMs3 under I/R conditions. **(F)** Determination of the soft-thresholding power for hdWGCNA network construction. **(G)** Correlation between five hdWGCNA gene modules (M1–M5) and the vCM subtypes. **(H)** UMAP visualization of module M3 activity scores across cardiomyocyte populations. **(I)** Co-expression network of the top 20 hub genes within module M3. **(J)** Overlap between M3 module genes and differentially expressed DNA repair genes identified in bulk RNA-seq analysis.

Prior to clustering, batch effects across replicates were corrected using Harmony, which effectively minimized technical variation while preserving biologically meaningful heterogeneity (**Supplementary Figure S2**).

Given this, we focused on cardiomyocyte subpopulations and their functional roles. Dimensionality reduction and unsupervised clustering identified four distinct ventricular cardiomyocyte subtypes (vCMs1–vCMs4) (**Figure 2B**). Comparative analysis revealed that vCMs2 was significantly enriched, while vCMs3 was markedly reduced in I/R hearts (**Figure 2C**). These shifts were validated by local neighborhood differential abundance analysis using the *miloR* algorithm, which confirmed a significant increase in vCMs2 and a decrease in vCMs3 under I/R conditions (**Figure 2E**).

Gene Ontology (GO) enrichment of subtype-specific marker genes revealed distinct functional signatures (**Figure 2D**). vCMs1 was enriched for pathways related to heart contraction and cardiac processes, indicating its role in maintaining normal cardiac function. vCMs2 showed enrichment in proteasome-mediated ubiquitin-dependent protein catabolism and mRNA catabolic processes, suggesting a pathological phenotype associated with post-I/R stress responses. vCMs3 was associated with cardiac muscle tissue development and muscle cell differentiation, implying a role in tissue regeneration and repair. vCMs4 was enriched in cytoplasmic translation and aerobic respiration pathways, indicating a function in energy metabolism and protein synthesis.

To elucidate regulatory mechanisms underlying these subtypes, we applied the high-dimensional Weighted Gene Co-expression Network Analysis (hdWGCNA) algorithm to construct a gene co-expression network (**Figure 2F**; **Supplementary Figures S1D–G**). Five distinct modules (M1–M5) were identified, among which module M3 showed strong correlation with vCMs3 (**Figure 2G**). Visualization of module activity scores in the UMAP space confirmed that M3 was predominantly active in vCMs3 (**Figure 2H**), suggesting that it may define the molecular signature of this regenerative cardiomyocyte subtype. The top 20 hub genes in M3 formed a tightly interconnected network, further underscoring the module’s regulatory relevance (**Figure 2I**).

To identify candidate genes involved in I/R injury and repair, we intersected M3 module genes with differentially expressed DNA repair genes from our bulk RNA-seq analysis. This integrative approach yielded five potential key regulators: *Mgmt*, *Pola1*, *Paxip1*, *Xrcc6*, and *Rev1* (**Figure 2J**). These genes may play critical roles in mediating DNA damage response and repair in vCMs3 cells, offering promising targets for mechanistic studies and therapeutic intervention in myocardial I/R injury.

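In the bulk RNA-seq of the cultured cardiomyocytes, *Mgmt* rose from 9.41 ± 0.837 CPM (SD, n = 3) in NC to 14.1 ± 1.12 CPM (SD, n = 4) in I/R, a log2 fold change of 0.58 (standard error 0.0826, edgeR adjusted p = 3.44e-08). *Pola1* had a log2 fold change of −0.55 (standard error 0.0606, edgeR adjusted p = 4.15e-11) and *Paxip1* of −0.51 (standard error 0.0586, edgeR adjusted p = 1.28e-10). *Rev1* had 24.3 ± 1.45 CPM in NC and 27.7 ± 1.51 CPM in I/R, a log2 fold change of 0.19 (standard error 0.0564, edgeR adjusted p = 0.00395). Without NC replicate 2 the log2 fold change of *Rev1* was 0.15 with an edgeR adjusted p of 0.0652, and over all alternatives the adjusted p lay between 0.00041 and 0.0652. *Rev1* overlaps *Eif5b* in RefSeq's annotation, and *Eif5b* had a log2 fold change of 0.29. *Xrcc6* was higher in I/R and past the threshold in every alternative, each library left out included. For changes as small as those of *Rev1* and *Xrcc6*, an effect of a changed mix of cell types was not tested. The single-nucleus data used beside the bulk data for this selection were not analysed here.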

### 3.3 Pseudotime trajectory analysis of cardiomyocyte subtypes and identification of cell fate–associated genes

To systematically elucidate the mechanisms underlying cardiomyocyte fate decisions during differentiation, we employed and compared three trajectory inference algorithms: Slingshot, Palantir, and StaVIA. CytoTRACE2 analysis first revealed that the vCMs3 population exhibited the highest developmental potential, suggesting that these cells represent an early, less differentiated state and may play a critical role in myocardial repair following injury (**Figures 3A–C**). Trajectory reconstruction using the Slingshot algorithm clearly delineated two major developmental branches originating from vCMs3, diverging toward vCMs2 and vCMs4, respectively (**Figure 3D**; **Supplementary Figure S3A**). This bifurcated structure was further validated by Palantir’s PAGA graph, which demonstrated consistent pseudotime progression and differentiation directionality from vCMs3 toward more mature subtypes (**Supplementary Figure S3B**). The StaVIA algorithm further refined the topological structure of the trajectories with high resolution, confirming the two primary differentiation paths and their sequential temporal transitions (**Figure 3E**; **Supplementary Figure S3C**).

**Figure 3:**
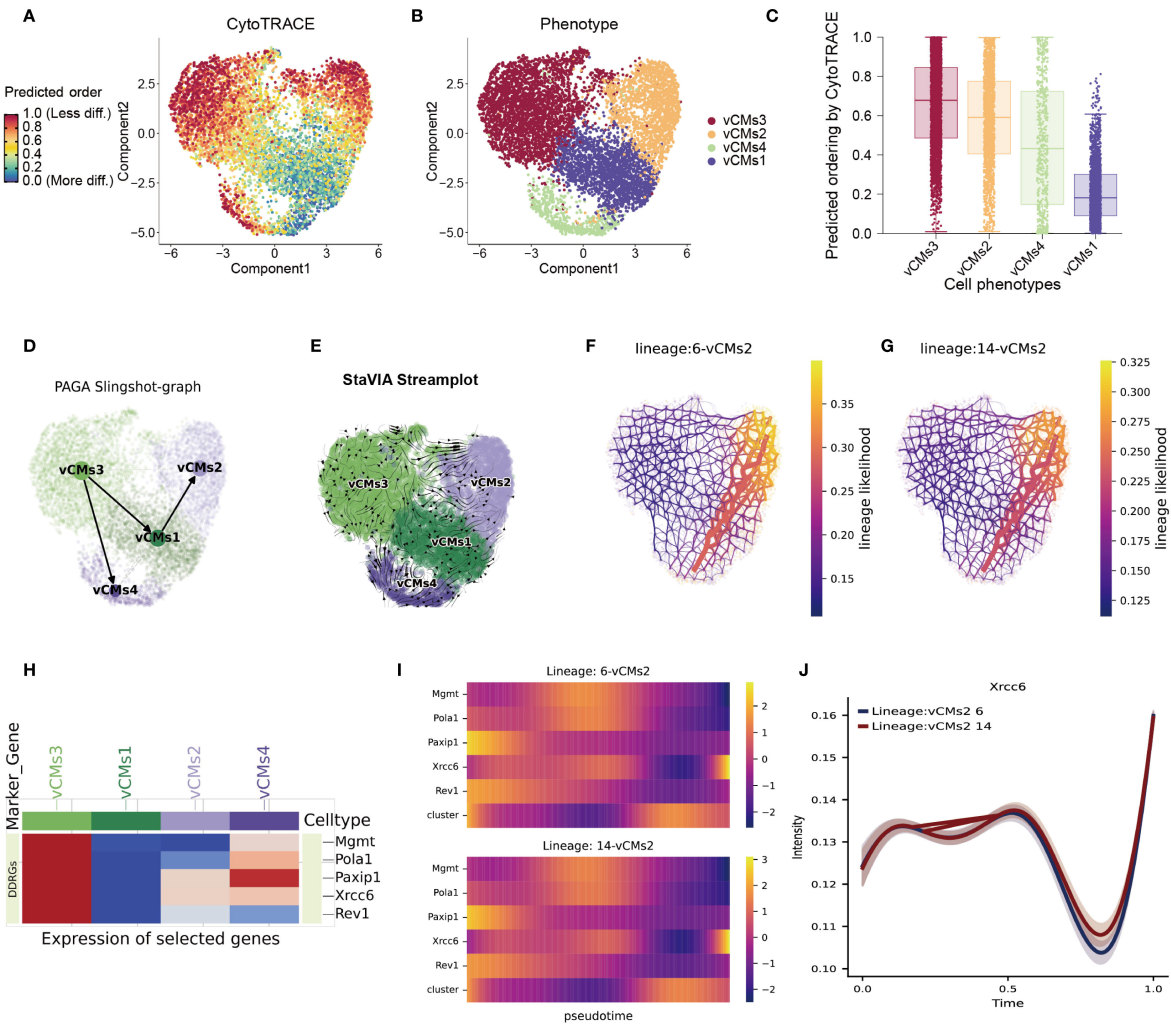
Integrated trajectory inference reveals cardiomyocyte differentiation pathways and key regulatory factors. **(A–C)** Predicted differentiation potential of cardiomyocyte subtypes as assessed by the CytoTRACE2 algorithm, highlighting vCMs3 as the most undifferentiated population. **(D)** Developmental trajectories among cardiomyocyte subtypes inferred using the Slingshot algorithm, visualized via a PAGA graph. **(E)** Differentiation trajectories reconstructed with high resolution using the VIA algorithm, confirming two major branching paths. **(F–G)** Two principal lineage branches identified by VIA, illustrating distinct differentiation directions within the cardiomyocyte population. **(H)** Heatmap showing the expression profiles of candidate regulatory genes across the four vCM subtypes. Several genes display subtype-specific expression, including *Xrcc6*, which is markedly upregulated in vCMs3. **(I)** Dynamic expression patterns of key regulatory genes along the two differentiation trajectories, revealing their potential roles in cardiomyocyte fate determination. **(J)** Pseudotime expression profile of *Xrcc6*, indicating its biphasic regulation during cardiomyocyte differentiation.

Focusing on the two major differentiation branches identified by VIA (**Figures 3F–G**), we next analyzed the expression patterns of candidate regulatory genes across the four main cardiomyocyte subtypes (vCMs1–4). Heatmap visualization revealed that many candidate genes displayed subtype-specific expression patterns—for example, *Xrcc6* was highly expressed in vCMs3 but significantly downregulated in vCMs2—suggesting distinct regulatory roles in divergent differentiation trajectories (**Figure 3H**). Dynamic gene expression analysis along both differentiation branches showed a biphasic expression pattern of *Xrcc6*, characterized by an initial decline followed by reactivation (**Figures 3I, J**). This expression trend suggests that *Xrcc6* may serve as a key regulator in cardiomyocyte fate determination, facilitating lineage commitment toward distinct functional subtypes.

In summary, our study uncovers substantial heterogeneity among cardiomyocyte subpopulations and delineates critical fate bifurcations during myocardial differentiation in the context of disease. Notably, vCMs3 cells exhibit high developmental plasticity and undergo marked trajectory shifts and functional reprogramming under pathological conditions. *Xrcc6* emerges as a potential master regulator in the transition from a progenitor-like state to disease-responsive cardiomyocyte subtypes. These findings provide new mechanistic insights into cardiomyocyte fate specification and offer potential avenues for therapeutic intervention and target development in cardiac regeneration and disease.

### 3.4 *Xrcc6* regulates macrophage polarization following myocardial ischemia–reperfusion injury

To investigate the dynamic changes in immune cell composition during myocardial injury and repair, and to elucidate the role of the key regulatory factor *Xrcc6*, we employed the CIBERSORT algorithm to compare the proportions of immune cell subtypes between the Sham and ischemia–reperfusion (I/R) groups (**Supplementary Table 3**). 

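The paper's proportions in Supplementary Table 3, for the 7 bulk libraries, had a mean M0 macrophage proportion of 0.443 ± 0.0417 (SD, n = 3) in NC and 0.789 ± 0.0720 (SD, n = 4) in I/R. The paper's M1 macrophage proportion was 0.0964 ± 0.0207 (SD, n = 3) in NC and 0.0123 ± 0.00216 (SD, n = 4) in I/R. For each of the pair, no NC library overlapped any I/R library (two-sided exact permutation test, p = 0.0571, the smallest p that 3 libraries against 4 allow). After Benjamini-Hochberg adjustment over the 18 cell types with a proportion above 0, the permutation p was 0.171 for both. Supplementary Table 3 lists 25 cell types, whereas the paper's Methods name a reference of 22. The proportions are relative to the other immune cell types, while marker counts are relative to all RNA of a library, so these measures can differ. In the counts themselves, 18 macrophage marker genes chosen before the data were examined had a median log2 fold change of 1.35 between I/R and NC, with a false discovery rate of 1.08e-10 in limma's camera test and 1.34e-07 in its fry test. *Cd68* had a log2 fold change of 2.52 (edgeR adjusted p = 7.24e-48) and *Adgre1* of 0.81 (edgeR adjusted p = 2.00e-20). A list of 13 M1 marker genes had a median log2 fold change of −0.95, or −0.99 with genes at 3 or fewer counts in a group set to that floor, and did not pass camera's threshold (false discovery rate 0.790). In fry its false discovery rate was 0.0326, with the list's direction upward, against downward in camera, and the cause was not tested. Of its genes, 7 were DEGs lower in I/R and 4 were higher (*Cd80*, *Irf5*, *Ptgs2* and *Il23a*, the last at or under the floor of 3 counts in NC, named here after their values were seen). Within it *Nos2* fell (log2 fold change −2.80, edgeR adjusted p = 1.91e-20), *Tnf* fell (−0.95, adjusted p = 1.39e-05) and *Il6* did not differ (0.06, adjusted p = 0.448). A list of 9 M2 marker genes had a median of 0.12, or 0.27 with the same floor, with a false discovery rate of 0.745 in camera and 5.98e-05 in fry.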

The analysis revealed that I/R significantly altered immune cell composition, notably characterized by an increased proportion of M0 macrophages and a marked decrease in M1 macrophages (**Figures 4A, B**). This shift suggests a transition of the immune microenvironment toward a reparative phenotype. In addition to macrophages, several T cell subtypes and dendritic cells also exhibited varying degrees of compositional changes, reflecting a broad spectrum of immune remodeling.

**Figure 4:**
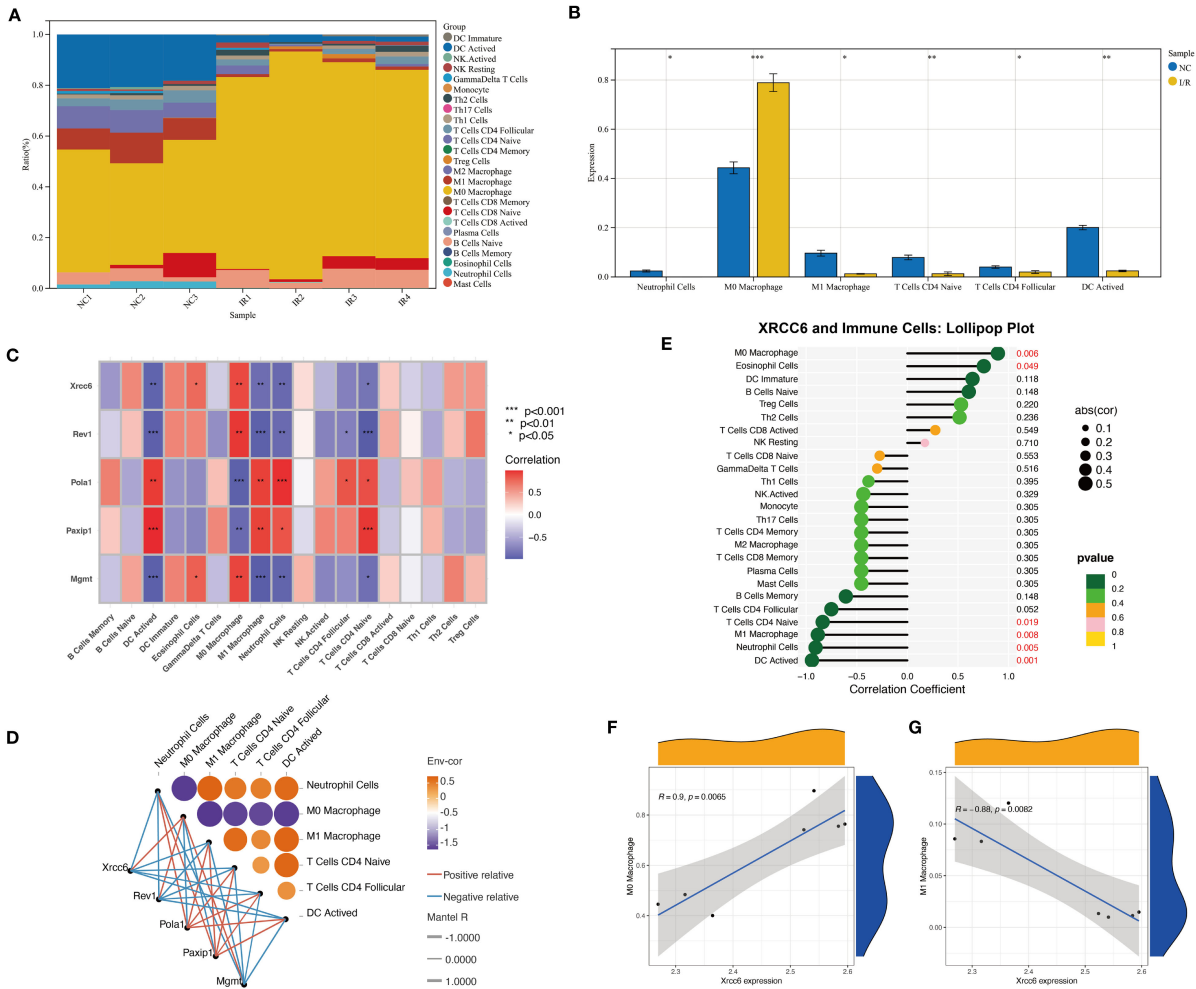
Xrcc6 links DNA repair to immune cell heterogeneity in ischemia-reperfusion. **(A)** Stacked bar plot showing the relative proportions of different immune cell subtypes in each sample. **(B)** Differential analysis of major immune cell subtypes between the Sham and I/R groups. **(C)** Heatmap of the correlations between Xrcc6 and associated DNA repair genes across different immune cell types. **(D)** Correlation network diagram illustrating the relationships between Xrcc6, its related genes, and immune cell subpopulations. **(E)** Lollipop plot showing the correlation between Xrcc6 expression and immune cell types, annotated with p-values and correlation coefficients. **(F–G)** Scatter plots with fitting lines illustrating the relationship between Xrcc6 expression levels and the proportion of M0/M1 macrophages, accompanied by Pearson correlation coefficients and significance annotations.

To further characterize the expression of regulatory genes across immune cell subtypes, we constructed a correlation heatmap between DNA repair-related genes and immune cell populations. Several genes displayed strong positive correlations with multiple immune cell types. 

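*Xrcc6* expression was 2.35, 2.38 and 2.30 on the log2(FPKM + 1) scale in NC replicates 1 to 3, and 2.58, 2.53, 2.59 and 2.51 in I/R replicates 1 to 4. The paper's M0 proportions of the same libraries were 0.484, 0.400 and 0.445 in NC, and 0.755, 0.896, 0.764 and 0.741 in I/R. The NC and I/R libraries form separate clusters in both measures, so no correlation over the 7 libraries was computed. With only 3 and 4 libraries in the groups, no relation within them was tested either.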

Notably, *Xrcc6* exhibited distinct expression patterns between M0 and M1 macrophages (**Figure 4C**). Both Mantel testing and bivariate correlation analyses confirmed a significant positive correlation between *Xrcc6* expression and M0 macrophages, and a negative correlation with M1 macrophages (**Figure 4D**). These findings suggest that *Xrcc6* may play a critical role in mediating the transition from a pro-inflammatory to a reparative macrophage phenotype. This conclusion was further supported by lollipop and scatter plots, where *Xrcc6* expression showed a strong positive correlation with M0 macrophages (r = 0.69, p < 0.01) and a strong negative correlation with M1 macrophages (r = –0.88, p < 0.001) (**Figures 4E–G**).

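The paper's M1 proportions were 0.0832, 0.120 and 0.0856 in NC replicates 1 to 3, and 0.0114, 0.00988, 0.0148 and 0.0134 in I/R replicates 1 to 4. In raw counts, *Xrcc6* had 997, 1013 and 949 in the same NC libraries and 1216, 1137, 1194 and 1132 in the same I/R libraries. Both measures separate the groups completely, and a relation between them within the groups was not tested. From the correlations over all libraries, the paper proposes a role of *Xrcc6* in the transition between macrophage phenotypes.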

To assess the overall impact of I/R on intercellular communication, we quantified the number and intensity of cell–cell interactions in both groups (**Supplementary Figure S3D**). The I/R group exhibited significantly increased cellular interactions, with the number of inferred interactions rising from 598 to 1,217 and the total interaction strength increasing from 70.018 to 104.549 (**Figure 5A**), indicating a more active and robust intercellular communication network. Cardiomyocytes, smooth muscle cells, and macrophages in the I/R group showed particularly enhanced signaling input and output (**Figure 5B**). Network topology analysis further revealed that I/R substantially strengthened interactions among these three cell types, leading to a more complex interaction network (**Figures 5C, D**). At the signaling pathway level, increased activation of key axes such as Laminin was observed in the I/R group, suggesting this pathway may mediate critical intercellular signaling events involved in immune remodeling and tissue repair (**Figures 5E, F**).

**Figure 5:**
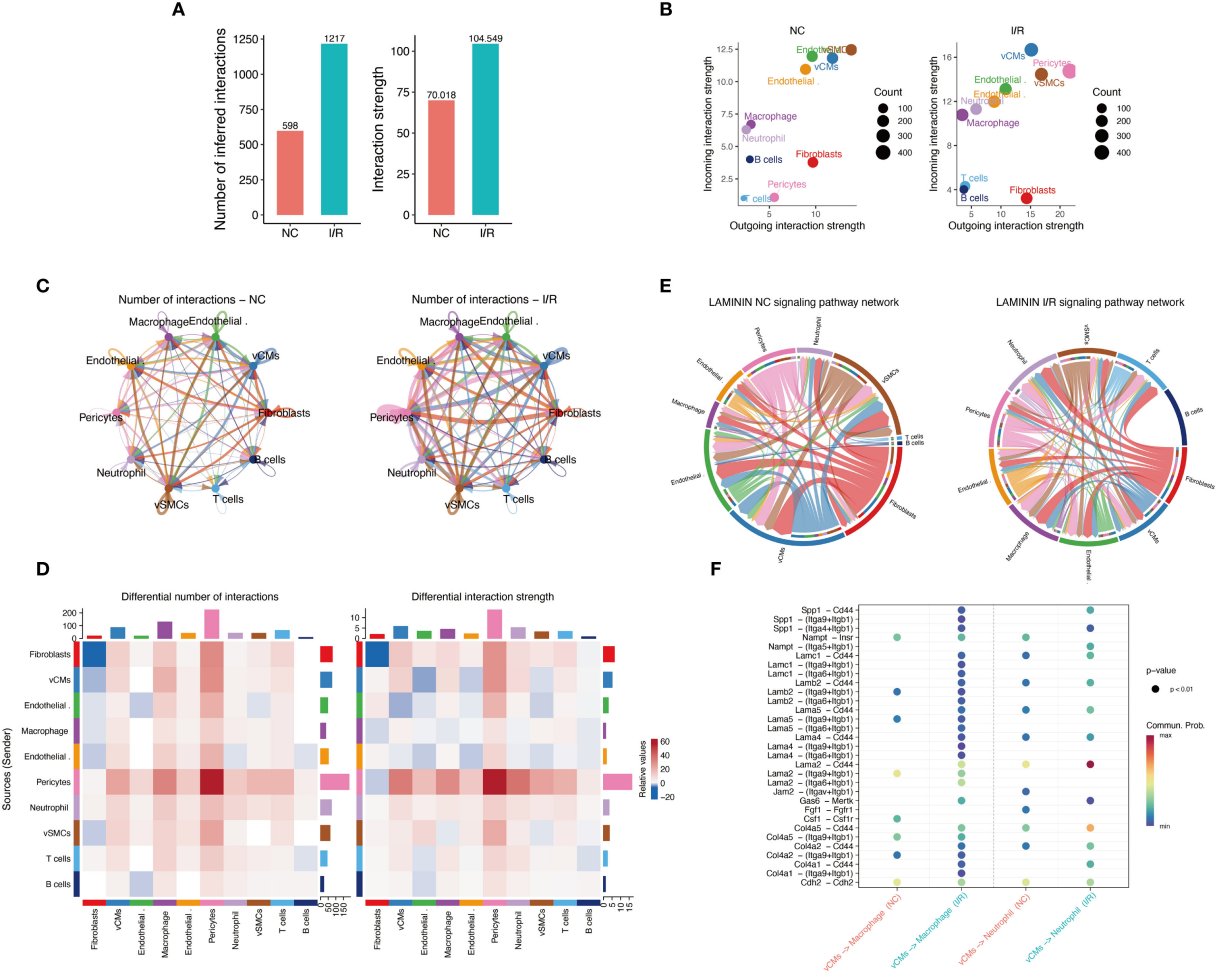
Characterization of intercellular communication networks before and after I/R. **(A)** Comparison of the total number of predicted intercellular communication events and the overall interaction strength. **(B)** Analysis of communication output (Outgoing) and input (Incoming) intensities across different cell types: The left panel represents the Sham group, and the right panel represents the I/R group. The size of the points indicates the number of communication events (Count), with colors differentiating cell types. **(C)** Intercellular communication network diagrams: The left panel shows the Sham group, and the right panel shows the I/R group. Line thickness indicates the interaction strength, and color represents the source cell type. **(D)** Differential interaction heatmap: The left panel illustrates the difference in the number of intercellular communication events between the Sham and I/R groups, while the right panel shows differences in communication strength. The intensity of the color reflects the magnitude of change, with red indicating enhanced communication in the I/R group and blue indicating reduced communication. **(E)** Laminin signaling pathway network circular diagram: Depicts the direction of signal flow and participating cell types in the Laminin pathway in the Sham (left) and I/R (right) groups. **(F)** Significance bubble plot of key ligand-receptor pairs in the Laminin pathway: Displays the communication probability (color) and significance (p-value) differences for various ligand-receptor pairs between the Sham and I/R groups.

In summary, *Xrcc6* may promote immune microenvironment remodeling following myocardial ischemia–reperfusion injury by regulating macrophage polarization. The opposing correlation patterns of *Xrcc6* with M0 and M1 macrophages, together with enhanced intercellular communication and activation of specific signaling pathways such as Laminin, suggest that *Xrcc6* functions during the early stages of tissue injury to modulate immune cell phenotypic transitions. These findings provide novel insights into immune regulation in myocardial injury and highlight *Xrcc6* as a potential target for therapeutic intervention.

### 3.5 Molecular docking and stability validation of Fisetin targeting *Xrcc6*

This study employed molecular docking and molecular dynamics simulation techniques to analyze the interaction between Fisetin and *Xrcc6* in detail, revealing the stability, interaction mechanisms, and potential role of this binding in cardiac injury repair. The simulation results offer insights into the stability, interaction patterns, and biological implications of the quercetin-*Xrcc6* complex from multiple perspectives.

#### 3.5.1 Molecular docking

The molecular docking analysis indicated a strong interaction between Fisetin and the *Xrcc6* protein (**Figure 6A**). Analysis of the protein’s three-dimensional structure showed that Fisetin binds to the binding site of *Xrcc6*, establishing tight interactions with several amino acid residues via hydrogen bonds, van der Waals forces, electrostatic interactions, and π-alkyl interactions. The Vina score of -7.6 suggests that the quercetin-*Xrcc6* binding is highly stable. Moreover, the binding site’s cavity volume of 1720 Å³ further supports the adaptability and stability of Fisetin binding. Key interactions include hydrogen bonds with residues LYS-249, LYS-424, and ARG-230; van der Waals interactions with ILE-221, HIS-232, ILE-425, PHE-223, LEU-420, and GLN-426; electrostatic interaction with ASP-226; and π-alkyl interactions with ILE-223 and VAL-231 (**Figure 6B**). These multiple interactions indicate that quercetin’s binding to the *Xrcc6* protein is mediated through various modes, demonstrating a strong binding capacity.

**Figure 6:**
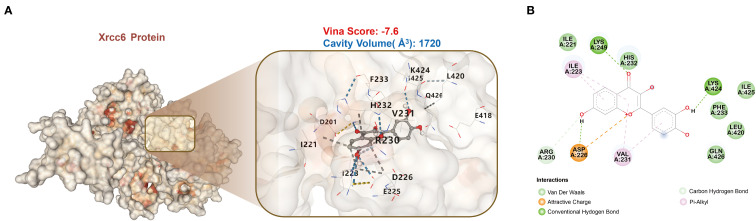
Molecular docking analysis reveals high-affinity binding of Fisetin to Xrcc6. **(A)** Molecular docking results of Fisetin with the *Xrcc6* protein. The Vina score of -7.6 and the binding site cavity volume of 1720 Å³ indicate a high binding stability between Fisetin and *Xrcc6*. **(B)** Schematic diagram illustrating the specific interactions between Fisetin and *Xrcc6*. Fisetin binds with several amino acid residues through various types of interactions, including hydrogen bonds, van der Waals forces, electrostatic attraction, and π-alkyl interactions.

#### 3.5.2 Conformational stability of the complex

A 100 ns molecular dynamics simulation was conducted to assess the overall stability of the quercetin–*Xrcc6* complex. RMSD (Root Mean Square Deviation) analysis revealed slight fluctuations in the complex’s structure at the beginning of the simulation, followed by stabilization (**Figure 7A**). The RMSD of the protein backbone mirrored that of the overall complex, indicating that the binding of the small molecule did not significantly disrupt the protein’s conformation, and the binding state remained stable throughout the simulation. Additionally, Radius of Gyration (Rg) analysis showed that the complex maintained a compact and stable conformation during the entire simulation period (**Figure 7B**), suggesting no significant structural relaxation or denaturation of the protein. A modest RMSD increase after ~75 ns was attributed to the intrinsic flexibility of loop and terminal regions distal to the binding pocket. Importantly, RMSF analysis confirmed that residues in the binding pocket exhibited minimal fluctuations, indicating that ligand binding remained stable despite global backbone breathing motions.

**Figure 7:**
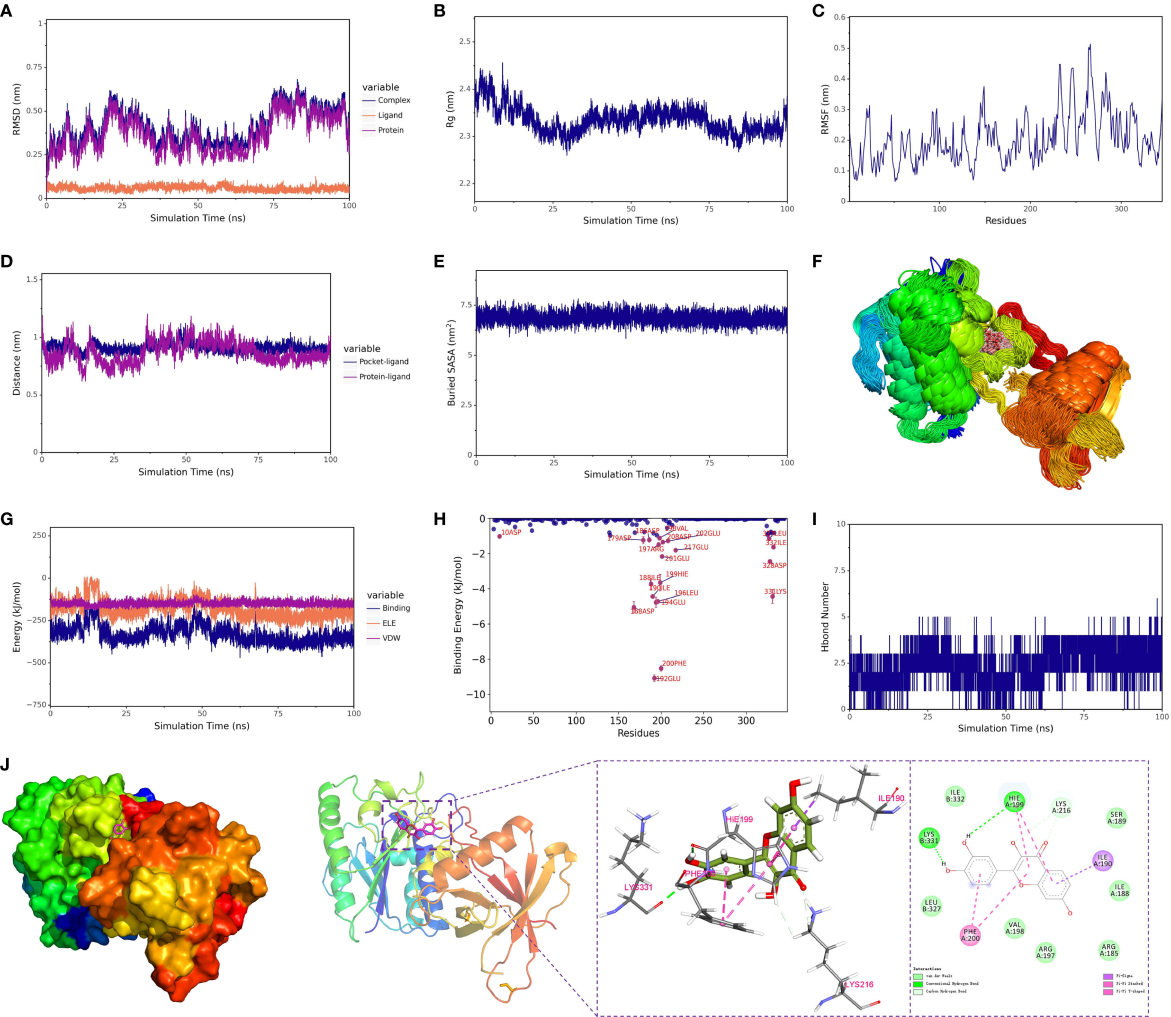
Structural dynamics and energetic analysis of protein-ligand binding via molecular dynamics simulation. **(A)** RMSD of the complex, protein, and small molecule ligand. **(B)** Radius of gyration (Rg) of the complex. **(C)** RMSF (Root Mean Square Fluctuation) of the protein within the complex. **(D)** Distance between the protein and the small molecule binding site (Dock site-ligand). **(E)** Buried solvent-accessible surface area (Buried SASA) between the small molecule and the protein. **(F)** Superimposition of simulation conformations. **(G)** Binding energy (VDW and ELE) between the small molecule and protein. **(H)** Contribution of amino acids to the binding energy. **(I)** Number of hydrogen bonds (Hbond number). **(J)** Interactions between the protein and small molecule. ***1 kcal/mol = 4.184 kJ/mol***.

#### 3.5.3 Local flexibility and dynamic behavior

RMSF (Root Mean Square Fluctuation) analysis was performed to evaluate the flexibility of each residue in the protein (**Figure 7C**). Results showed minimal fluctuations around the binding site residues (e.g., LYS-331, HIE-199, PHE-200), indicating a stable conformation in this region, which may serve as the critical core for binding. Principal Component Analysis (PCA) further supported this, revealing that the conformational distribution of the small molecule was restricted to a few principal components, signifying high conformational stability in the bound state.

#### 3.5.4 Binding site and spatial behavior analysis

The spatial distance and binding mode between the small molecule and the protein were analyzed using centroid distance evolution and Buried SASA (Solvent Accessible Surface Area) analysis. The distance between the binding site residues and the small molecule’s centroid fluctuated slightly at the beginning of the simulation but rapidly stabilized thereafter (**Figure 8D**). Simultaneously, the Buried SASA value also reached stability (**Figure 7E**), reflecting the progressive embedding of the small molecule into the binding site, forming a stable buried structure with the protein. Additionally, the superposition of simulated conformations (**Figure 7F**) confirmed that the small molecule remained bound to the specific site without significant dissociation or repositioning.

#### 3.5.5 Molecular interaction mechanisms

Hydrogen bond analysis showed that approximately 1–4 hydrogen bonds were maintained between the small molecule and *Xrcc6* throughout the simulation (**Figure 7I**). Frequency analysis revealed that residues such as LYS-331 had a high occupancy rate for hydrogen bonding with the small molecule (up to 83%) (**Table 2**), indicating their significant role in maintaining binding stability. Furthermore, non-covalent interactions, including hydrophobic interactions (e.g., ILE-190, PHE-200, HIE-199) and π-π stacking interactions (**Figure 7J**), were also present, contributing to the overall structural stability of the complex.

**Table 2:** Hydrogen bond frequency between small molecule and protein.

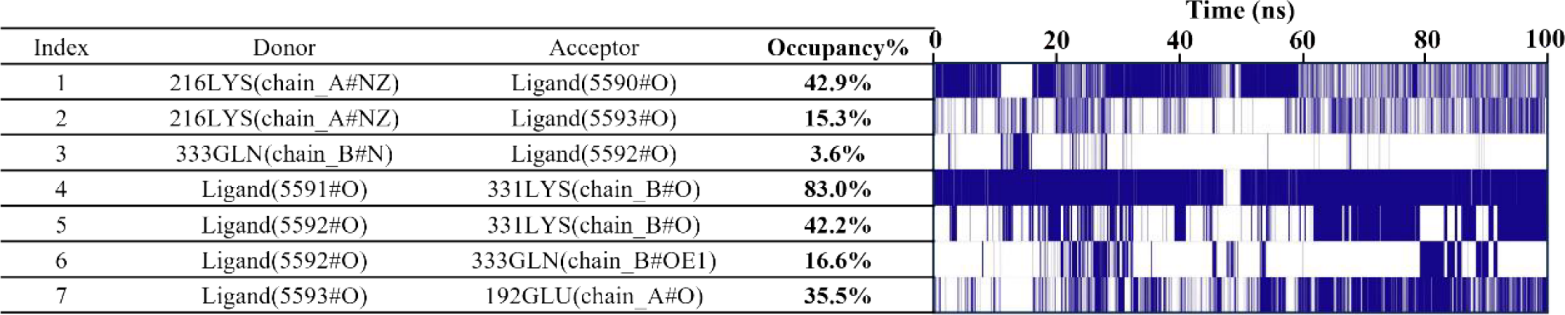

#### 3.5.6 Binding free energy analysis

The dynamic changes in electrostatic (ELE) and van der Waals (VDW) interaction energies indicated stabilization in the latter part of the simulation (**Figure 7G**), suggesting that the interaction between the small molecule and protein reached equilibrium. Binding free energy calculations based on the MM-PBSA method (**Table 3**) showed that the total free energy of the complex (ΔE_MMPBSA) was –7.55 ± 0.59 kcal/mol. Van der Waals interactions (ΔE_vdw = –38.85 ± 0.16 kcal/mol) were the primary contributors, followed by electrostatic interactions (ΔE_ele = –23.13 ± 0.42 kcal/mol), with hydrophobic interactions (ΔE_nonpol = –4.25 ± 0.01 kcal/mol) as a secondary factor. These results indicate that the binding of fisetin to Xrcc6 is mainly driven by hydrophobic and van der Waals forces, with electrostatic interactions playing an auxiliary role in stabilizing the complex structure.

**Table 3:** Binding energy and its components at steady state (units: kcal/mol).

Complex	ΔEvdw	ΔEele	ΔEpol	ΔEnonpol	ΔEMMPBSA	−TΔS	ΔGbind*
Protein-Ligand	–38.843 ± 0.161	-23.129 ± 0.420	58.672 ± 0.839	–4.255 ± 0.007	–7.554 ± 0.594	5.775 ± 0.621	–1.780 ± 0.704

*ΔGbind=ΔEvdw+ΔEele+ΔEpol+ΔEnonpol−TΔS .

#### 3.5.7 Identification of key residues

The binding energy decomposition analysis identified key residues that significantly contribute to the binding of the small molecule (**Supplementary Table 4**), including GLU-192, PHE-200, and LYS-331 (**Figure 7H**). These residues form multiple non-covalent interactions with the small molecule, constituting the core region of the binding pocket, suggesting their potential role as structural-functional hotspots.

In conclusion, this study systematically analyzed the binding stability and interaction mechanisms of Fisetin with *Xrcc6* through 100 ns molecular dynamics simulations. The results indicated that Fisetin stably binds to a specific site on the *Xrcc6* protein, with van der Waals forces predominantly driving the binding, complemented by electrostatic and hydrophobic interactions that collectively maintain the structural stability of the complex. Binding free energy calculations and key residue identification further highlighted the critical role of PHE-200, GLU-192, and LYS-331 in molecular recognition and binding. These findings provide theoretical and structural foundations for understanding the mechanism of Fisetin and its potential as a regulator of *Xrcc6*.

#### 3.5.8 Fisetin attenuates myocardial ischemia–reperfusion injury in mice

To evaluate the protective effects of Fisetin against myocardial ischemia–reperfusion (I/R) injury, we pretreated 6–8-week-old male C57BL/6J mice with Fisetin at different doses (20, 40, or 80 mg/kg) for one week prior to I/R induction. Cardiac function was subsequently assessed by echocardiography. As expected, I/R significantly impaired cardiac function; however, mice pretreated with 40 or 80 mg/kg Fisetin exhibited marked improvement, with no significant differences observed between these two groups (**Figures 8B–F**). Myocardial infarct size, determined by TTC staining, was significantly reduced in the 40 and 80 mg/kg groups, again with no detectable differences between them (**Figures 8G, H**). Consistently, serum levels of the myocardial injury markers LDH and CK-MB were markedly elevated in the I/R group but significantly decreased in both the 40 and 80 mg/kg Fisetin groups (**Figures 8I, J**). ELISA analysis further revealed that serum levels of the pro-inflammatory cytokines TNF-α and IL-6 were significantly lower in the Fisetin-pretreated groups compared with the I/R group, with no significant differences between the 40 and 80 mg/kg groups (**Figures 8K, L**). Collectively, these results demonstrate that Fisetin substantially attenuates myocardial I/R injury in mice.

**Figure 8:**
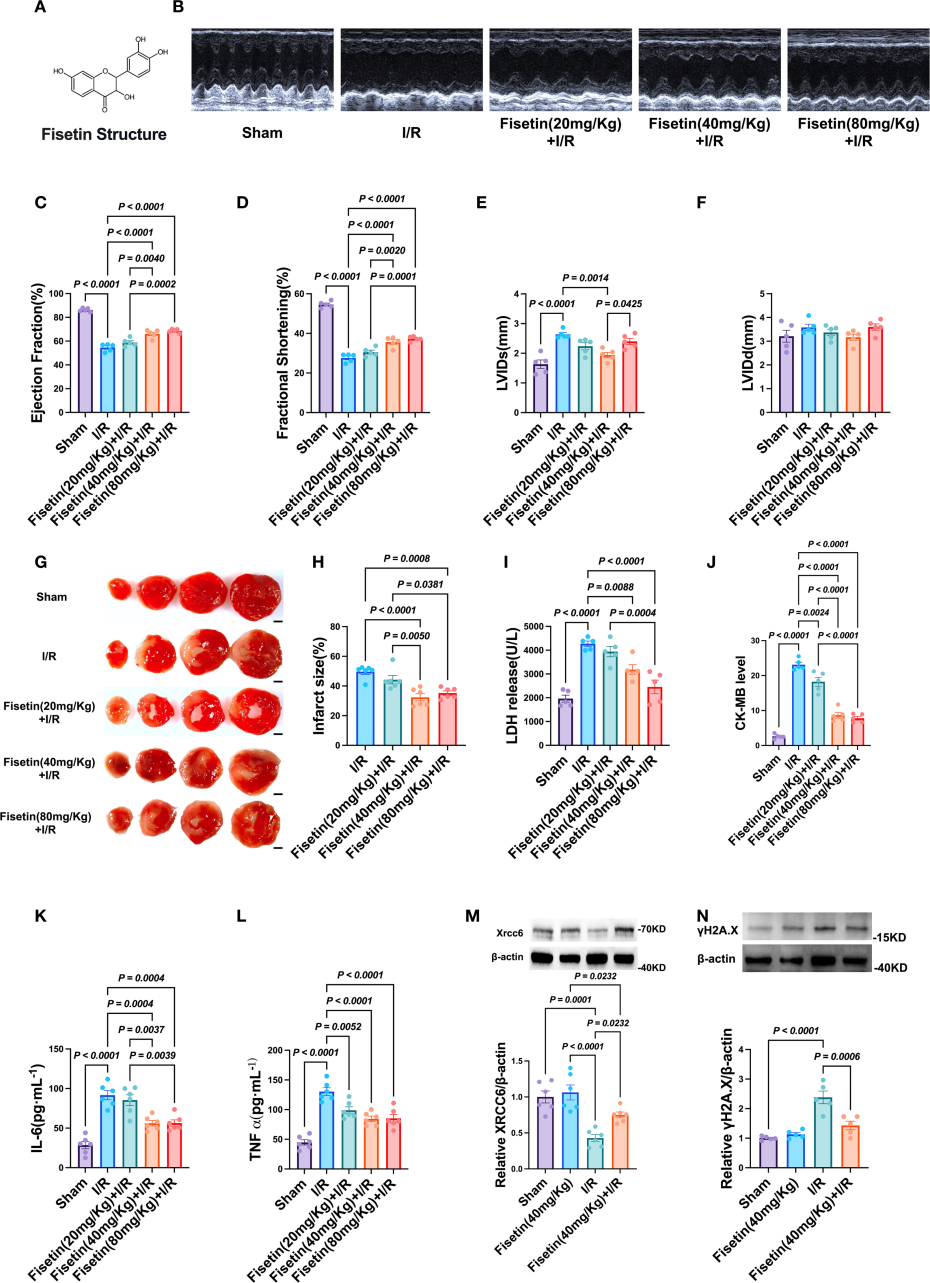
Protective effects of Fisetin on myocardial ischemia-reperfusion injury in mice. **(A)** Chemical structure of Fisetin (FIS). **(B–F)** Cardiac function evaluated by echocardiography in Sham group, I/R group, 20 mg/Kg FIS treatment group, 40 mg/Kg FIS treatment group and 80 mg/Kg FIS treatment group. (n=5) **(G, H)** Representative images of TTC staining and infarct size in FIS treatment mice after I/R injury. Scale bar = 2 mm. (white represents infarcted tissue, red represents viable myocardium) (n=6). **(I, J)** Serum levels of LDH and CK-MB in each group (n=5). **(K, L)** ELISA analysis measuring levels of inflammatory cytokines IL-6 and TNF-α (n=6). **(M, N)** Western blot analysis of *Xrcc6* and γH2A.X protein expression levels in myocardial tissue (n=5-6). Created in BioRender. He, Y. (2025) https://BioRender.com/hrbcp0z.

To further elucidate the underlying mechanism, we examined the expression of two key proteins involved in the repair of DNA double-strand breaks (DSBs): *Xrcc6* and γH2A.X. *Xrcc6* plays a central role in promoting DSB repair, whereas γH2A.X serves as a marker of DSB damage. I/R markedly downregulated *Xrcc6* expression and upregulated γH2A.X expression. Notably, pretreatment with 40 mg/kg Fisetin effectively restored the expression of both proteins (**Figures 8M, N**). These findings suggest that Fisetin may alleviate myocardial I/R injury, at least in part, by enhancing DSB repair through the modulation of *Xrcc6* and γH2A.X expression.

#### 3.5.9 *Xrcc6* plays a critical role in H_22_-induced cardiomyocyte injury

Using a primary cardiomyocyte culture model, we further investigated the role of *Xrcc6* in regulating H_22_ -induced cardiomyocyte injury. Knockdown of *Xrcc6* markedly reduced cardiomyocyte viability (**Figure 9A**) and significantly increased LDH release into the culture supernatant (**Figure 9B**). Moreover, *Xrcc6* knockdown substantially elevated intracellular levels of the pro-inflammatory cytokines IL-6 and TNF-α, as well as ROS production (**Figures 9C–F**), and further upregulated γH2A.X expression (**Figure 9G**). In contrast, *Xrcc6* overexpression mitigated H_22_ -induced cardiomyocyte injury, as evidenced by improved cell viability, reduced LDH release, decreased pro-inflammatory cytokine and ROS levels, and attenuated γH2A.X expression (**Figures 9H–N**).

**Figure 9:**
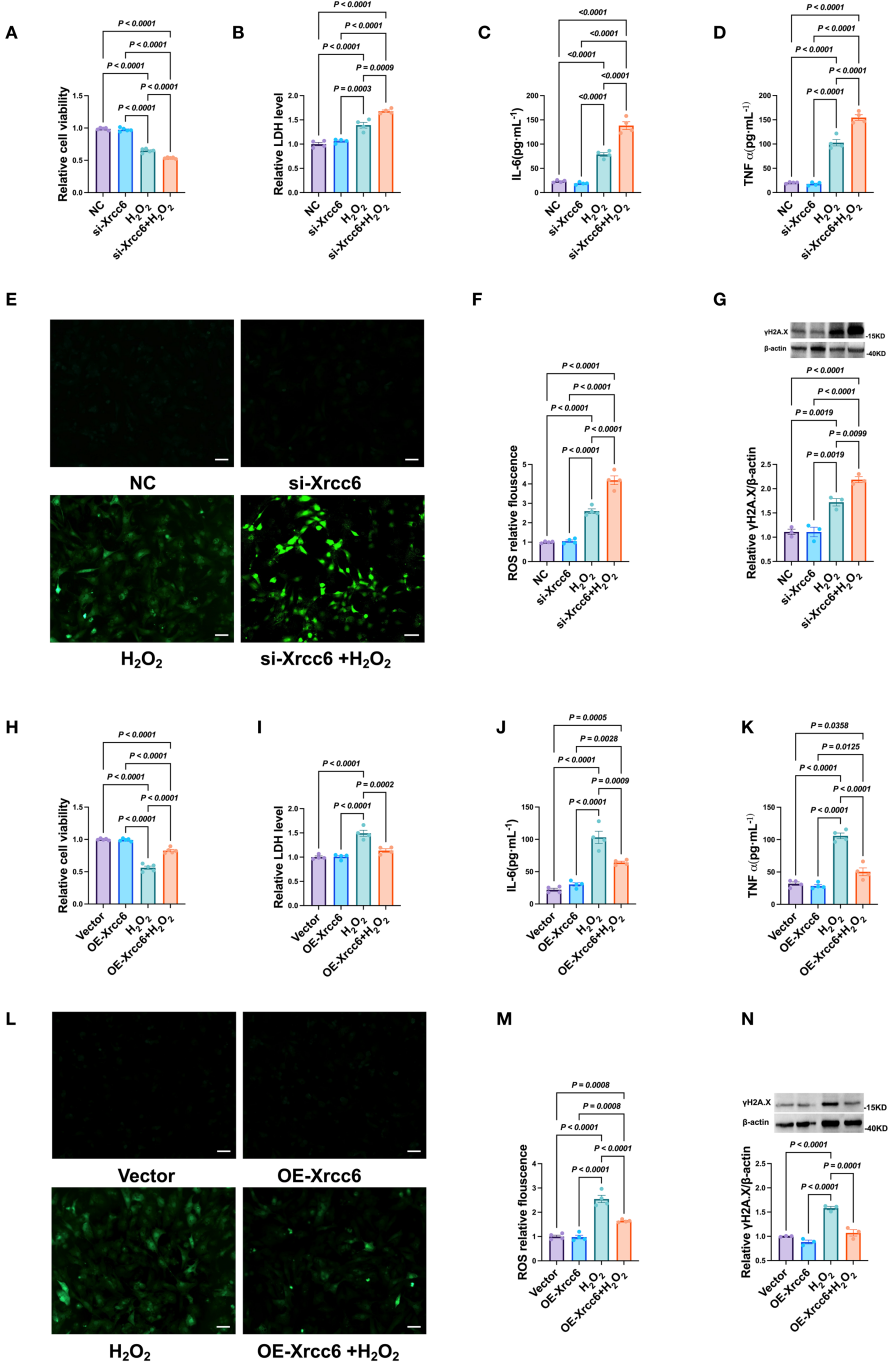
Effects of Xrcc6 on cardiomyocytes injury induced by H2O2. **(A)** Cell viability after transfection of si *Xrcc6*. n = 4. **(B)** The activity of LDH after transfection of si *Xrcc6*. n = 4. **(C, D)** Normalized IL-6 and TNF-α levels in cardiomyocytes after transfection of si *Xrcc6*. n = 4. **(E)** Representative images of intracellular ROS in cardiomyocytes transfected with si *Xrcc6*. Scale bar = 50 μm. **(F)** Quantitation of intracellular ROS fluorescence density. n = 4. **(G)** Protein levels of γH2A.X after transfection of si *Xrcc6*. n = 3. **(H)** Cell viability after overexpression of *Xrcc6*. n = 4. **(I)** The activity of LDH after overexpression of *Xrcc6*. n = 4. **(J, K)** Normalized IL-6 and TNF-α levels in cardiomyocytes after overexpression of *Xrcc6*. n = 4. **(L)** Representative images of intracellular ROS in cardiomyocytes transfected with *Xrcc6* overexpression plasmids. Scale bar = 50 μm. **(M)** Quantitation of intracellular ROS fluorescence density. n = 4. **(N)** Protein levels of γH2A.X after overexpression of *Xrcc6*. n = 3.

#### 3.5.10 Knockdown of *Xrcc6* attenuates the cardioprotective effects of Fisetin

To further determine whether the cardioprotective effects of Fisetin are mediated by *Xrcc6*, we simultaneously knocked down *Xrcc6* while treating cardiomyocytes with Fisetin. *Xrcc6* knockdown significantly reduced the protective effect of Fisetin against H_22_ -induced cardiomyocyte injury (**Figure 10A**). Specifically, *Xrcc6* knockdown partially reversed the Fisetin-induced reductions in LDH release (**Figure 10B**) and γH2A.X expression (**Figure 10C**). In addition, *Xrcc6* knockdown abrogated the Fisetin-mediated suppression of intracellular ROS levels (**Figures 10D, E**). These findings indicate that *Xrcc6* plays a critical role in mediating the cardioprotective effects of Fisetin.

**Figure 10:**
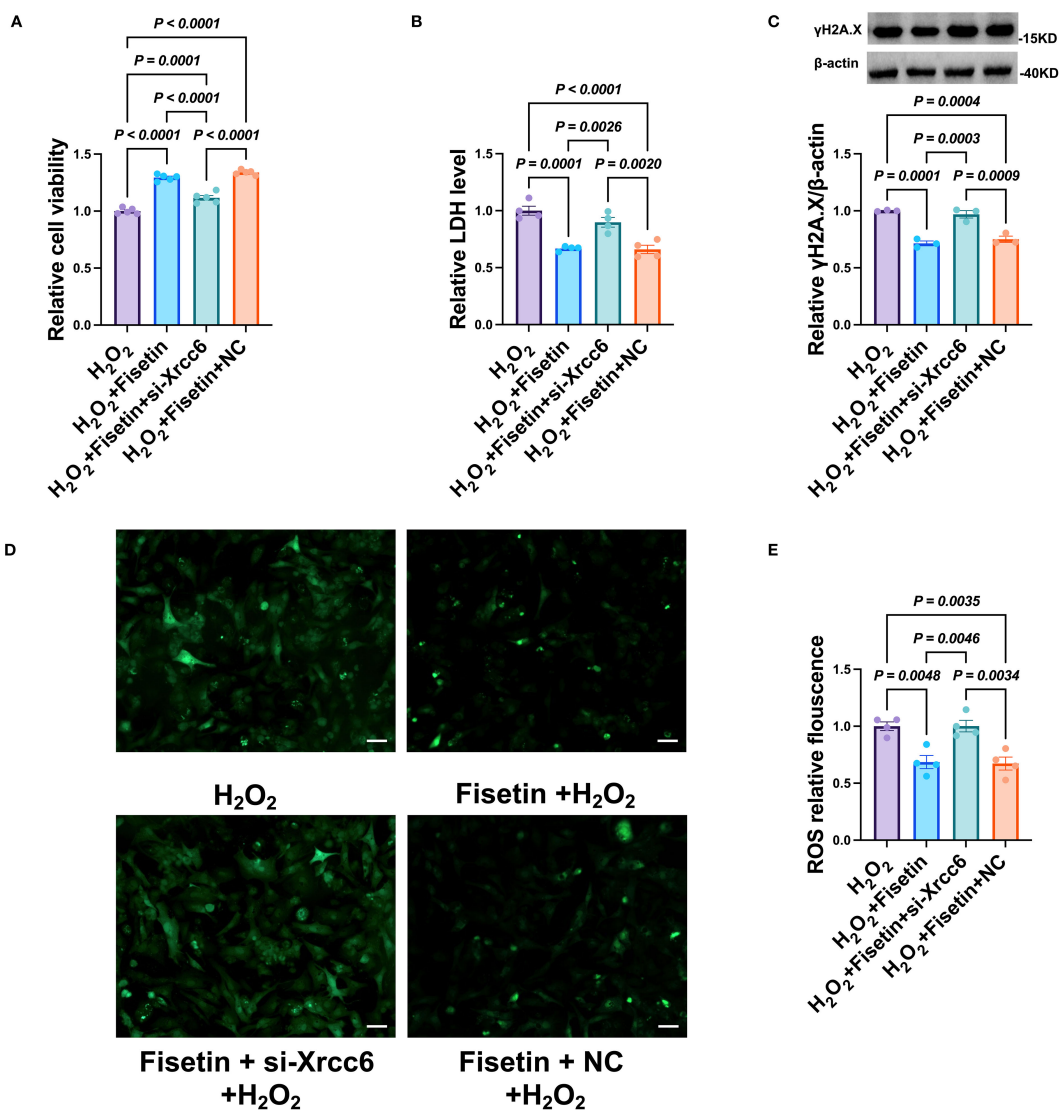
Knockdown of Xrcc6 abrogates the protective effects of Fisetin in H2O2-treated cardiomyocytes. **(A)** Cell viability after co-treatment of siRNA of *Xrcc6* and Fisetin. n = 4. **(B)** The activity of LDH after co-treatment of siRNA of *Xrcc6* and Fisetin. n = 4. **(C)** Protein levels of gamaH2A.X after co-treatment of siRNA of *Xrcc6* and Fisetin. n = 3. **(D)** Representative images of intracellular ROS in cardiomyocytes. Scale bar = 50 μm. **(E)** Quantitation of intracellular ROS fluorescence density. n = 4.

## 4 Discussion

Ischemia-reperfusion (I/R) injury, recognized as a “second hit” during the clinical management of acute coronary syndrome, remains inadequately understood at the molecular level, making it a focal point in cardiovascular research (53). Although revascularization can salvage jeopardized myocardial tissue, the ensuing oxidative stress and immune-inflammatory responses caused by reperfusion can exacerbate tissue damage (54). Therefore, elucidating the molecular mechanisms of I/R injury is crucial for the development of effective protective strategies. Previous studies have highlighted the central role of DNA damage, particularly double-strand breaks, in myocardial cell death and dysfunction during I/R injury (55). This study investigates the regulatory mechanism of the DNA repair factor *Xrcc6*, utilizing transcriptomics, single-cell sequencing, molecular simulations, and animal experiments to reveal its role in myocardial I/R injury and further explore the feasibility of Fisetin, a natural flavonoid, as a protective agent targeting *Xrcc6*.

Initially, we established a hydrogen peroxide (H_22_ )-induced oxidative stress model in myocardial cells. 

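The response to hydrogen peroxide was examined with lists of target genes of NRF2, a transcription factor of the oxidative stress response, and of p53, which is activated by DNA damage. All 16 NRF2 targets were DEGs higher in I/R, with a median log2 fold change of 1.21 and a false discovery rate of 4.90e-11 in camera and 6.97e-11 in fry. Among them *Hmox1* rose from 141 ± 2.58 CPM (SD, n = 3) to 1593 ± 13.3 CPM (SD, n = 4), a log2 fold change of 3.50 (standard error 0.0219, edgeR adjusted p = 1.28e-60). Of the 22 p53 targets, 16 were DEGs higher in I/R, and 3 were lower (*Fas*, *Perp* and *Rrm2b*, named here after their values were seen). The median log2 fold change of the p53 list was 0.73, with a false discovery rate of 6.57e-06 in camera and 6.35e-09 in fry. *Cdkn1a* had a log2 fold change of 1.56 (edgeR adjusted p = 3.43e-45) and *Mdm2* of 1.42 (edgeR adjusted p = 2.98e-39). The p53 list shares 4 genes with the DDR genes of Supplementary Table 1.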

Transcriptomic analysis revealed a significant downregulation of multiple DNA repair genes, including *Xrcc6*, under simulated I/R conditions, suggesting severe DNA damage in myocardial cells during reperfusion with compromised repair capacity. 

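The DDR genes of Supplementary Table 1 moved in both directions. Their median log2 fold change between I/R and NC was −0.10, and the log2 fold changes of those among the DEGs ran from −2.91 (*Neil3*) to 0.99985 (*Ercc1*). Taken as a list, they had a false discovery rate of 0.0680 in camera and 4.95e-06 in fry. Lists of single repair pathways moved apart from each other. The 17 genes of homologous recombination had a median log2 fold change of −0.996, and 13 of them were DEGs lower in I/R while 0 were higher (camera false discovery rate 6.28e-05, fry 1.34e-07). The 19 genes of the Fanconi anaemia pathway had a median of −0.21, with 11 DEGs lower and 1, *Slx4*, higher (camera false discovery rate 0.0153, fry 5.45e-06). The 24 genes of nucleotide excision repair had a median of 0.24, with 14 DEGs higher and 4, *Xpa*, *Gtf2h3*, *Cdk7* and *Uvssa*, lower (camera false discovery rate 0.0102, fry 1.03e-06). *Slx4* and these 4 genes are named after their values were seen. The 21 genes of base excision repair had a median of −0.11 (camera false discovery rate 0.455, fry 0.00174), and without NC replicate 2 this median was −0.07. Lists of proliferation and of replication genes fell as well, with medians of −2.05 and −0.89. Whether the falls of the repair lists reflect less cell division or fewer dividing cells was not tested. The paper proposes, from lower expression of repair genes under simulated I/R, severe DNA damage with a reduced capacity for repair. It also reports lower *Xrcc6* protein and more of a DNA damage marker in mouse hearts after I/R. Its cell experiments with *Xrcc6* knockdown and overexpression bear on the same claim. The RNA of these cultures does not test that protein, animal and cell evidence.

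**Figure D2:**
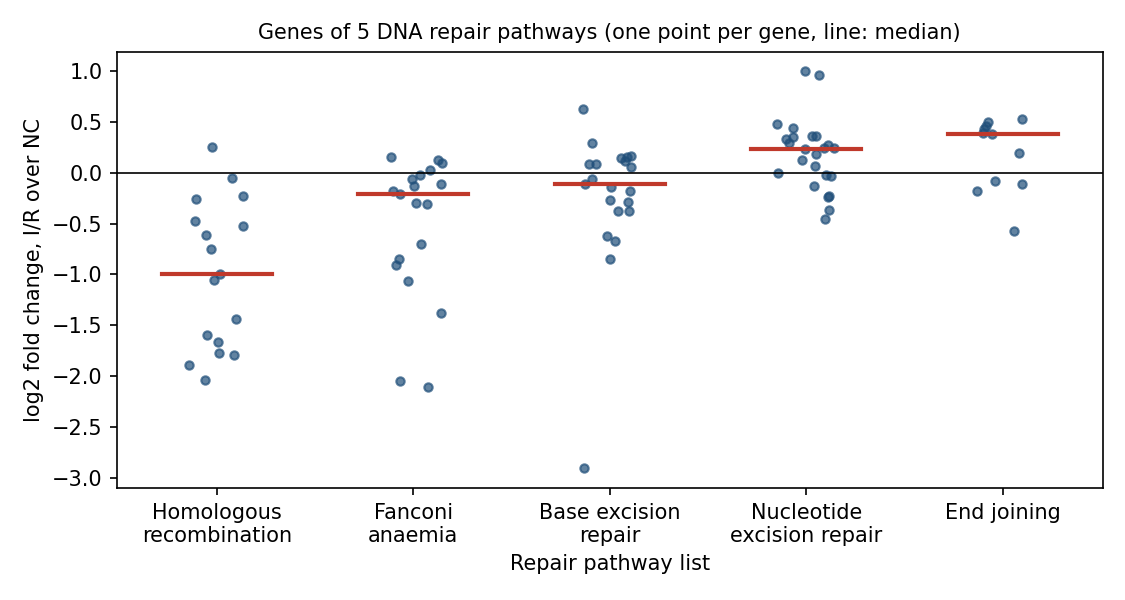
Log2 fold change (I/R over NC) of the genes of 5 repair pathways, 1 point per gene, spread sideways at random, with a line at the median. The medians run from −0.996 for homologous recombination to 0.38 for end joining.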

As a key factor in the non-homologous end-joining (NHEJ) repair pathway, the expression changes in *Xrcc6* suggest the inhibition of NHEJ repair, promoting apoptosis or necrosis. 

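Besides *Xrcc6*, the genes of its partners in end joining were higher in I/R. *Xrcc5*, which encodes Ku80, had 17.2 ± 1.32 CPM (SD, n = 3) in NC and 24.4 ± 1.19 CPM (SD, n = 4) in I/R, a log2 fold change of 0.50 (standard error 0.0626, edgeR adjusted p = 1.22e-09). *Prkdc*, which encodes the catalytic subunit of DNA-PK, had a log2 fold change of 0.46 (standard error 0.0497, edgeR adjusted p = 2.13e-11) and *Lig4* of 0.53 (standard error 0.0740, edgeR adjusted p = 2.13e-08). A list of 11 end joining genes had a median log2 fold change of 0.38, with 6 DEGs higher in I/R. The DEG that fell was *Paxx*, named after its value was seen. The list did not pass the threshold in camera (false discovery rate 0.132) and passed it in fry (0.000768). Without NC replicate 3 the list's median was 0.17, and without I/R replicate 1 it was 0.18. An effect of a changed mix of cell types was not tested for these genes.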

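Genes of oxidative phosphorylation were examined in 2 lists, by where they are encoded. The 31 genes of the nuclear list had a median log2 fold change of 0.28 between I/R and NC, and 26 were DEGs higher in I/R (camera false discovery rate 6.98e-07, fry 5.90e-07). *Cox6a2*, the DEG of this list that fell, is named after its value was seen. The 13 protein genes of the mitochondrial genome had a median of −0.02 (camera false discovery rate 0.703, fry 0.827) and passed the threshold in neither test. They moved in both directions, with 5 DEGs higher in I/R and 3 lower. These 13 genes took 1.72 ± 0.00889% (SD, n = 3) of the counts in NC and 1.78 ± 0.114% (SD, n = 4) in I/R.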

Gene Ontology (GO) enrichment analysis further identified significant enrichment in pathways associated with DNA repair, oxidative stress response, and mitochondrial function—key pathological processes of I/R injury—providing a strong biological foundation for targeting *Xrcc6* in our study.

To explore the tissue-specific function of *Xrcc6*, we utilized publicly available single-cell transcriptomic data from the heart. Clustering analysis identified four major subtypes of myocardial cells, with the vCMs3 subtype predominating in the normal state but significantly decreasing after I/R. The gene expression profile of this subtype revealed high undifferentiated potential, enriched in biological processes related to myocardial development and cellular differentiation, suggesting its potential as a regenerative repair myocardial cell subtype. Notably, *Xrcc6* expression was significantly higher in the vCMs3 subtype compared to other subtypes, with its expression dynamically regulated along the differentiation trajectory. Trajectory analysis indicated that vCMs3 is positioned at the beginning of the myocardial cell differentiation pathway, which shifts under I/R injury, exhibiting transcriptional reprogramming driven by *Xrcc6*. This finding not only provides spatial and temporal insights into *Xrcc6*’s role in determining cell fate but also identifies a novel target for early intervention.

In addition to the cellular stress response in myocardial cells, I/R injury induces substantial changes in the composition and functional status of immune cells. CIBERSORT-based immune cell infiltration analysis revealed a significant increase in M0 macrophages and a decrease in M1 pro-inflammatory macrophages after I/R, suggesting a dynamic transition towards a reparative inflammatory response. Correlation analysis showed a positive correlation between *Xrcc6* expression and M0 macrophages, and a negative correlation with M1 macrophages, implying a regulatory role for *Xrcc6* in macrophage polarization. Further cell communication network analysis indicated a significant enhancement in signaling interactions between myocardial cells and macrophages under I/R conditions, with the Laminin pathway being highly activated as a key signaling axis. These findings provide a new hypothesis framework: *Xrcc6* not only serves as a core factor in DNA repair within myocardial cells but may also participate in intercellular communication and remodeling of the immune microenvironment, acting as a crucial molecular hub linking cell damage and tissue repair.

Building upon our deep exploration of *Xrcc6*’s function, we further investigated its potential as a drug target. Fisetin, a widely distributed and pharmacologically well-characterized natural flavonoid, has been shown to possess antioxidant, anti-apoptotic, and anti-inflammatory properties in various disease models (56–58). Molecular docking and dynamics simulations confirmed that Fisetin binds stably to the active site of *Xrcc6*, with a binding free energy of -7.55 kcal/mol. The binding process involves multiple hydrogen bonds and hydrophobic interactions, maintaining the stability of the complex. Key residues of *Xrcc6*, such as PHE-200 and LYS-331, exhibited strong binding adaptability and energy contributions, further supporting *Xrcc6* as a potential target for Fisetin. The RMSD, Rg, and SASA analyses indicated that the complex remained stable throughout the simulation, with no structural dissociation or energy disruption, providing a theoretical basis for *in vivo* functional intervention.

Animal experiments further validated the mechanism derived from molecular simulations. Fisetin intervention significantly improved myocardial function in I/R mice, including enhanced ejection fraction (EF) and fractional shortening (FS), and reduced left ventricular end-diastolic diameter (LVIDd). Biochemical markers showed that Fisetin effectively lowered LDH and CK-MB levels, indicating significant protection against myocardial cell injury. ELISA analysis of inflammatory cytokines revealed that Fisetin markedly inhibited the release of IL-6 and TNF-α, demonstrating its potent anti-inflammatory effects. More importantly, Fisetin significantly upregulated *Xrcc6* expression in myocardial tissue and reduced the accumulation of DNA damage marker γH2A.X, confirming that its protective mechanism is closely related to the enhancement of DNA repair function. Taken together, these *in vitro* and *in vivo* studies establish a comprehensive intervention chain: “Fisetin—*Xrcc6*—DNA repair—Immune regulation.

Although this study has made significant progress in elucidating the mechanisms and pharmacological validation, several limitations remain. First, our research primarily relies on expression associations and simulation data, and has yet to directly validate the pathogenic and protective roles of *Xrcc6* in I/R through gene knockout or overexpression in cell models or animal models. Future studies could establish myocardium-specific *Xrcc6* knockout mouse models to clarify its functional boundaries in myocardial cells and the immune system. Second, while Fisetin is a natural small molecule, its pharmacokinetic properties and myocardial targeting *in vivo* remain to be further investigated and optimized. Given its strong binding affinity, combining Fisetin with drug delivery systems, such as nanomicelles or liposomal carriers, may further enhance its bioavailability and tissue selectivity.

*Xrcc6* (Ku70) is a core component of the DNA non-homologous end joining (NHEJ) pathway. Together with XRCC5 (Ku80), it forms a heterodimer that recognizes DNA double-strand breaks (DSBs) and recruits DNA-PKcs and other repair enzymes to maintain genomic stability. Loss of *Xrcc6* function impairs DSB repair, leading to genomic instability and an increased risk of malignant transformation.

Emerging evidence suggests that *Xrcc6* is also involved in immune-metabolic regulation via TLR4 signaling. TLR4 activation upregulates *Xrcc6* expression, whereas TLR4 deficiency downregulates *Xrcc6*, resulting in the accumulation of DNA damage, increased ROS levels, and suppression of autophagy/senescence programs, ultimately promoting hepatocarcinogenesis (59). This pathway highlights the possibility that *Xrcc6* may indirectly influence macrophage polarization by modulating DNA repair capacity and oxidative stress status. Excessive ROS accumulation is a well-established driver of macrophage polarization toward the pro-inflammatory M1 phenotype. Consistent with this, we observed that *Xrcc6* silencing impaired ROS clearance and induced the secretion of pro-inflammatory cytokines such as IL-1β and TNF-α. Conversely, *Xrcc6* overexpression markedly reduced ROS levels and suppressed inflammatory responses.

Collectively, these findings suggest that *Xrcc6* counteracts M1 polarization by promoting efficient DSB repair, thereby reducing ROS production and downstream pro-inflammatory signaling cascades. Thus, *Xrcc6* integrates the “DNA repair–oxidative stress” axis to regulate macrophage polarization balance, positioning it as a critical node that links genomic stability to the regulation of the immune microenvironment.

In conclusion, this study, through multi-omics and multi-level analysis, unveils the multifaceted roles of *Xrcc6* in myocardial I/R injury, confirming that *Xrcc6* is involved not only in DNA damage repair but also in the regulation of myocardial cell fate and immune microenvironment remodeling. As a natural regulator of *Xrcc6*, Fisetin demonstrates clear targeting and protective effects, making it a promising candidate for the intervention of myocardial I/R injury.

## 5 Conclusion

This study systematically elucidates the pivotal role of the DNA repair factor *Xrcc6* in ischemia-reperfusion (I/R) injury, demonstrating that it is involved not only in the repair of DNA double-strand breaks in myocardial cells but also in regulating the fate transitions of myocardial cell subtypes and remodeling the immune microenvironment. Using transcriptomic and single-cell transcriptomic technologies, we observed a significant downregulation of *Xrcc6* in response to I/R. Notably, *Xrcc6* was highly expressed in the regenerative myocardial subtype vCMs3, and its expression was closely linked to its differentiation trajectory. Immune analysis further revealed a strong correlation between *Xrcc6* expression and macrophage polarization status, suggesting that *Xrcc6* may coordinate the damage-repair process through intercellular signaling pathways.

We also confirmed the molecular basis for Fisetin, a natural flavonoid, as a potential targeted modulator of *Xrcc6*. Molecular docking and dynamics simulations demonstrated that Fisetin can stably bind to the active site of *Xrcc6*. Animal experiments verified that Fisetin significantly improved cardiac function, reduced myocardial injury and inflammation, and enhanced the *Xrcc6*-mediated DNA repair pathway.

In summary, *Xrcc6* is a critical regulatory factor in myocardial I/R injury, and Fisetin offers protection of myocardial cell structure and function through targeting *Xrcc6*. This study not only expands the understanding of the molecular mechanisms underlying I/R injury but also provides a theoretical foundation and practical basis for developing natural drug intervention strategies targeting DNA repair pathways, with significant clinical translation potential.

## Data Availability

The RNA sequencing data generated in this study have been deposited in public repositories. Raw RNA-seq data are available in the NCBI Sequence Read Archive (SRA) under accession number PRJNA1282757. Processed data, including raw counts and FPKM matrices, are deposited in the NCBI Gene Expression Omnibus (GEO) under accession number GSE301051.

How the deposited data were processed for this re-analysis (not part of the article)

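RNA-seq libraries of primary neonatal mouse cardiomyocyte cultures were compared between the NC group (3 libraries, no hydrogen peroxide) and the I/R group (4 libraries, 100 μM hydrogen peroxide), grouped by the sample labels. The single-nucleus, docking, cell and animal experiments of the paper were not analysed here.

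The authors deposited raw counts per gene and library, and FPKM values of the same genes and libraries. Libraries were made with the VAHTS Universal V5 kit, and sequencing and data analysis were done by a company. The paper's text does not name the aligner, genome build, annotation, counting program or strand setting. Both deposited tables list 26423 genes by symbol, and no entry lacks a gene name. In 2708 genes the count was 0 in all libraries. Each deposited FPKM value equals the count divided by a length that is the same in all libraries and by the library's total count, with a largest relative deviation of 2.8e-06 over 23715 genes. Totals lay between 39926872 and 40279996 counts in NC and between 39333600 and 40564742 counts in I/R. At this depth, a count of 0 allows up to 3 counts per library, and groups entirely at or under that floor were given no fitted fold change in the text. Of the gene names, 24993 were found among RefSeq's symbols for GRCm38.p6 and 20493 among those of GENCODE vM21. RefSeq served only for names and for genes that overlap each other, since no build is named for the deposited values. GC content came from GENCODE and gene length from the ratio of count to FPKM.

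From the counts, edgeR 4.0.16 (R 4.3.3) was run with TMM factors and its quasi-likelihood test on I/R against NC, with no covariate, over 21188 genes with a count above 0 in at least 2 of 7 libraries, a filter taken from the paper's Methods. TMM factors were 0.969 to 0.984 in NC and 1.02 in each I/R library. P-values were adjusted by the Benjamini-Hochberg method and the threshold was 0.05. Standard errors are the absolute log2 fold change divided by the square root of the test's F value. CPM values use the TMM factors. The DDR genes were those of Supplementary Table 1, and their enrichment among DEGs was tested by Fisher's exact test against all other genes tested. Gene lists were tested with camera (correlation preset to 0.01) and fry in limma 3.58.1, on log2 CPM, with adjustment over the 19 lists. The lists were the DDR genes, targets of p53 and of NRF2, proliferation, replication, markers of cardiomyocytes, fibroblasts, smooth muscle and myofibroblasts, endothelial cells and macrophages, M1 and M2 markers, end joining, homologous recombination, nucleotide excision repair, base excision repair, the Fanconi anaemia pathway, genes of the mitochondrial genome, and nuclear genes of oxidative phosphorylation. Except for the DDR genes, the lists were written from general knowledge. Of the 19 lists, 13 passed the threshold in camera and the same 13 in fry, which passed 18 in all. With a correlation estimated from the data camera passed 6, those of p53, NRF2, cardiomyocytes, smooth muscle, homologous recombination and nuclear oxidative phosphorylation. Principal components used z-scores per gene of log2(FPKM + 1). The immune cell proportions are the paper's, from Supplementary Table 3, and were compared by a two-sided exact permutation test. CIBERSORT and GO enrichment were not run.

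The genes named in the text were chosen by a rule set in advance. They are genes the paper names from the bulk data (not all of these are reported here, and the set was reduced after the results were seen, for reasons unrelated to them), *Xrcc5*, *Prkdc* and *Lig4*, the 5 DDR genes and the 5 of all genes with the largest change in each direction (adjusted p under 0.05, a mean count of at least 100 and no overlap between the groups), and *Cdkn1a*, *Mdm2*, *Hmox1*, *Mki67*, *Myh6*, *Col1a1*, *Cd68*, *Adgre1*, *Nos2*, *Il6* and *Tnf*. *H2ax*, chosen in advance as well, was not analysed here. This rule, the lists, the tests and the alternatives were fixed before the data were examined, except where the text says otherwise.

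The test was checked on simulated counts for the real genes, in which 200 of 20647 genes were changed by known factors. edgeR called 197 of the 200 and 7 unchanged genes, DESeq2 193 and limma 196. Far fewer genes were changed than differed in the data, evenly in both directions, and each by more than *Xrcc6*. The simulation thus does not check the scaling under so wide a change, or calls of changes as small as that of *Xrcc6*. In replicate libraries of the same group, counts differed by a chi-square per degree of freedom of 3.09 to 6.11 in NC and 3.62 to 4.70 in I/R, against 369 to 387 between groups, so no library was a copy of another.

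The alternatives were DESeq2 1.42.0 with its size factors, edgeR with RLE factors or with library totals alone, edgeR's filterByExpr or every gene with any count in place of the filter, limma on log2(FPKM + 1) and log2(FPKM + 0.1), the replicate number as a block, other thresholds, fits on the DDR genes alone, other backgrounds, other scalings of the principal components, and leaving out each library in turn. Analyses were run in R and in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3.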

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

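All tests of explanations in this part were chosen only after the results were seen.

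In 5 of 64 results tested, the value of a single I/R library stood apart from those of the other I/R libraries, where 3.2 are expected by chance. As many or more have a chance of 21.6% if the results are independent, which results from the same libraries are not, so chance alone may account for the number. *Per1* was at 5.55 log2 CPM in I/R replicate 1 and at 5.66 to 5.67 in the others. *Ret* was at 3.88 log2 CPM in I/R replicate 2 and at 3.75 to 3.77 in the others. *Il6* was at 4.56 log2 CPM in I/R replicate 3 and at 4.67 to 4.69 in the others. The proliferation list had a mean of 3.26 log2 CPM in I/R replicate 4 and of 3.11 to 3.12 in the others. These 4 results fall on 4 different libraries, and no further explanation was tested for them. The design gives no difference between replicates, so no biological explanation was tested.

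The paper's M0 macrophage proportion of I/R replicate 2 was 0.896, against 0.741 to 0.764 in the other I/R libraries. The mean log2 CPM of its macrophage markers differed from that of the other I/R libraries by −0.0352, so the markers do not show more macrophage RNA there. The proportions are relative to the other immune cell types, so the markers cannot test a lower share of those types. The depth of that library is argued against, since its total count was 99.0% of the mean of the others, within their range. How the deconvolution reached this value stays open, because it was not run here.

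The targets of p53 and of NRF2 and the nuclear genes of oxidative phosphorylation were higher in I/R, with median log2 fold changes of 0.73, 1.21 and 0.28. The paper reports no values for these lists. The scaling between libraries is argued against, since the median nearest 0 under another normalization or unit was 0.73 for p53 targets, 1.21 for NRF2 targets and 0.27 for oxidative phosphorylation. Exposure to hydrogen peroxide is the difference the design names, and it stays open as untested. The Methods give the I/R cultures serum-free medium during exposure and do not give the medium of the NC cultures at that time, so an effect of the medium stays open as well.

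Macrophage markers were higher in I/R, with a median log2 fold change of 1.35. The scaling between libraries is argued against, since the median nearest 0 under another normalization or unit was 1.33. A lower share of cardiomyocytes alone would raise the markers of the other cell types alike, but the endothelial markers had a median log2 fold change of −1.68. A lower share of all the other cell types listed would lower the markers of each, and the highest median among the cardiomyocyte, fibroblast, smooth muscle and endothelial lists was −1.06, so this is a candidate explanation. More macrophage RNA in the I/R libraries would raise most of the list, and 17 of its 18 genes were DEGs higher in I/R, so this is a candidate explanation as well. The exception was *Cx3cr1*, which fell and is named after its value was seen. The most abundant markers in I/R were *Lyz2*, with 1014 ± 19.6 CPM (SD, n = 3) in NC and 2452 ± 72.6 CPM (SD, n = 4) in I/R, *Ctss*, with 106 ± 3.26 and 457 ± 8.65 CPM, and *Mpeg1*, with 110 ± 1.54 and 309 ± 8.26 CPM. All 18 markers had at least 1 CPM in the NC cultures. Whether macrophages became more numerous, each expressed more or the other cells became fewer stays open.

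The genes with the largest rise, which the paper does not discuss, were *Ngef* (log2 fold change 5.71), *Ret* (5.44), *Ecel1* (5.06), *Nptx1* (4.85) and *Mapk4* (4.80). The scaling between libraries is argued against, since under another scaling of the counts the lowest log2 fold change of the 5 genes was 4.80. On log2(FPKM + 1) values the 5 genes had smaller log2 fold changes, from 1.24 (*Nptx1*) to 2.74 (*Ecel1*). Counts of a single I/R library are argued against too, since the lowest count of any of them in any I/R library was 291 and the highest in any NC library was 58. Genes that overlap *Ecel1* and *Mapk4* in RefSeq's annotation had mean counts of at most 6.71, and those that overlap *Ngef* were not analysed here. An effect of hydrogen peroxide or of the medium stays open as untested.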

How the results depend on the processing

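No test in this part was chosen after the result was seen. Of the 15 other fits over all genes (8 other settings and 7 that each left out 1 library), each gave a number of DEGs within 1.5 times 11283, from 10203 to 10801 without 1 library and from 10606 to 11293 with another setting. Library totals alone gave 11293 DEGs, 55.3% of them higher in I/R, against 48.9% with TMM factors. A limit of at least 1 on the absolute log2 fold change left 3479 DEGs (33.6% higher) and 20 DDR genes, because it removes smaller changes. The number of DDR genes was otherwise 128 to 140 without 1 library and 131 to 150 with another setting. Fits on the DDR genes alone moved the split between the directions. DESeq2 on these genes gave 134 DEGs, 68 higher and 66 lower (50.7% higher, against 38.7% of the 142), and edgeR on these genes gave 135, 64 higher and 71 lower.

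*Xrcc6* kept its direction and stayed past the threshold in all its alternatives, with log2 fold changes of 0.17 to 0.22 without 1 library and 0.18 to 0.32 with another setting, and adjusted p-values of 8.84e-09 to 0.0188. Of the 42 genes named, 2 changed. *Rev1* was no longer past the threshold without NC replicate 2. *Il6*, which did not differ between the groups, had log2 fold changes from −0.0021 (without NC replicate 3) to 0.089 (without NC replicate 1) across the 7 fits that each left out 1 library.

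The odds ratio of DDR genes among DEGs was 1.84 and lay between 1.57 and 2.29 in the other fits, but it was 0.988 with filterByExpr and 0.789 among genes with a mean count of at least 100. The latter background holds 194 of the 210 DDR genes and 11509 of the 20978 other genes, so the genes left out were mostly other genes with low counts, of which fewer were DEGs. The cause was not tested further.

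The number of lists past camera's threshold was 13, and 13 or 14 under every alternative that kept the preset correlation. With a correlation estimated from the data it was 6, and lists such as those of macrophages (false discovery rate 0.0537), proliferation (0.0516) and endothelial cells (0.0596) no longer passed. The DDR list had a median log2 fold change of −0.11 and a false discovery rate of 0.0455 when every gene with any count was tested, against 0.0680 with the filter. Over all its alternatives the median lay between −0.114 and −0.0233, nearest 0 with log2(FPKM + 1), and the false discovery rate between 0.0455 and 0.160. The cause was not tested. The homologous recombination list, with a median of −0.996, gave −0.36 with log2(FPKM + 1). The M2 marker list, with a median of 0.12, gave −0.54 with every gene with any count and 0.53 with filterByExpr. Across the 7 fits that each left out 1 library, its median ran from −0.14 to 0.14. It was below 0 without NC replicate 2 (−0.14), NC replicate 3 (−0.14) or I/R replicate 2 (−0.0427). The list of the mitochondrial genome, with a median of −0.02, gave 0.0464 with library totals alone, 0.0417 with log2(FPKM + 1), 0.0423 with log2(FPKM + 0.1) and from −0.0564 to 0.058 across the 7 fits that each left out 1 library. It was above 0 without NC replicate 2 (0.026), NC replicate 3 (0.057), I/R replicate 1 (0.0442), I/R replicate 2 (0.0197) or I/R replicate 3 (0.058). Neither list passed camera's threshold under any alternative, and the cause of these changes was not tested.

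The share of variance on PC1 was 56.5%. It was 64.6% with the DDR genes only, 93.9% (93.924%) with genes centred but not scaled, 93.9% (93.901%) with z-scores within each library, and 57.4% to 58.5% across the 7 fits that each left out 1 library. The first of these changes the genes, and the next pair leaves the most variable genes their weight. The remaining alternatives stayed between 56.2% and 56.6%. The paper's M0 and M1 proportions differed between the groups by 0.346 and −0.084, and by 0.310 to 0.366 and −0.0906 to −0.0721 without 1 library.

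Replicate numbers 1 to 3 are shared by NC and I/R, and whether they mark pairs of samples is not stated. The correlation of the deviations of same-numbered libraries from their group means was 0.0488, 0.0276 and 0.0747. For libraries of different numbers it ran from −0.0546 to 0.0283. All these values are small, but the highest is of a same-numbered pair, so a weak pairing is not excluded. With the replicate number as a block, 10606 genes and 139 DDR genes were DEGs, the log2 fold change of *Xrcc6* was 0.21, and no call of a named gene or of a list changed.

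The depth of 39333600 to 40564742 counts per library limits what is known of genes near the floor of 3 counts. The DDR list holds 3 such genes and the M1 and M2 lists 2 each, with a whole group at or under the floor, and no fold change is given for them.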

Differences from the paper's values

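No test of a cause belongs to this part, and a single added comparison, on log2(FPKM + 1) values, was chosen after seeing the values.

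The share of variance on PC1 was 56.5%, against the paper's 93.7%. Of the alternatives set before the data were examined, genes centred but not scaled gave 93.9% and z-scores within each library gave 93.9%, and with the DDR genes only it was 64.6%, within 1.5 times of the paper's value. The others (FPKM without log, log2 CPM, log2(FPKM + 0.1) and each library left out) gave 56.2% to 58.5% and did not close the gap.

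The log2 fold changes of *Xrcc6*, *Ogg1* and *Polk* read from Figure 1C have the sign of those found here only in the direction NC over I/R, and they are compared on that scale. For *Xrcc6* the log2 fold change of NC over I/R was −0.19 (0.19 for I/R over NC), against the paper's value of about −0.25 in Figure 1C, read by eye. Of the alternatives set before the data were examined, edgeR with library totals alone (−0.25), log2(FPKM + 0.1) (−0.25) and the fit without NC replicate 2 (−0.22) came within the spread between replicates of the paper's value. The others, from −0.17 to −0.32, did not. For *Polk* it was −0.89 (0.89 for I/R over NC), against the paper's value of about −0.82 in Figure 1C, read by eye. Of the alternatives set before the data were examined, log2(FPKM + 1) with limma gave −0.84, within the spread, and the others did not close the gap. A difference of mean log2(FPKM + 1), chosen after seeing the values, was the same −0.84 for *Polk* and −0.21 for *Xrcc6*, which did not close the gap.

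The largest log2 fold change of a DDR gene in the direction NC over I/R was 2.91, that of *Neil3* (−2.91 for I/R over NC), against the paper's value of about 1.1 for the highest point of Figure 1C, read by eye. Of the alternatives set before the data were examined, log2(FPKM + 1) with limma gave 1.62 and the others 2.63 to 2.99, and none closed the gap.

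The paper describes *Neil3*, *Pole*, *Rpa2* and *Rdm1* as raised and *Xrcc6*, *Ogg1*, *Ercc5*, *Ercc1* and *Polk* as lowered in I/R. Here the log2 fold changes of I/R over NC were −2.91, −1.78, −1.04 and −1.86 for the first 4 genes and 0.19, 0.63, 0.96, 1.00 and 0.89 for the other 5. The paper's Discussion describes *Xrcc6* and other repair genes as lowered under simulated I/R. From the change of *Xrcc6* it proposes that end joining is inhibited. *Xrcc6*, *Xrcc5*, *Prkdc* and *Lig4* had log2 fold changes of 0.19, 0.50, 0.46 and 0.53. These are RNA values of cultured cells, and the lower *Xrcc6* protein that the paper reports in I/R hearts was not examined here.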

Other observations

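In this part, the tests on the scaling and the endothelial and cardiomyocyte lists' spread, on GC content, on the other cell types beside the proliferation list, and the counts of splits for DDR genes, the odds ratio and the lists were chosen only after the results were seen.

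The 7 libraries can be divided into groups of 3 and 4 in 35 ways. The division into NC and I/R gave 11283 DEGs, and 1 of the 35 splits, the real one, gave as many. At most 1 gene was called in any other split. For the number of DDR genes among the DEGs and the number of lists past the threshold of fry, 1 of the 35 splits, the real one, gave a value as large. The number of DDR genes follows from the number of DEGs here and does not bear on enrichment. The odds ratio of DDR genes was also as large in 1 of the 35 splits, but splits without DEGs have no odds ratio to compare, so whether the enrichment arises from the way the libraries are grouped cannot be told from the splits. For the number of lists past the threshold of camera, 9 of the 35 splits gave as many, the real one included. The 8 others all keep part of the real difference, with 3 I/R libraries (4 splits) or 2 NC libraries and 1 I/R library (4 splits) in the group of 3. In the 18 splits with 1 NC and 2 I/R libraries in that group, at most 1 list passed camera.

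Gene length may bias counts, but the rank correlation of the log2 fold change with length was −0.036 over genes, which are not independent replicates, which argues against a length bias of the direction. With the genes sorted by length into 4 equal groups, the share of DEGs rose from 41.8% among the shortest to 60.9% among the longest. With GC content, known for 84.3% of the genes tested, the rank correlation was 0.059. The share of DEGs in 4 equal groups was 57.2% to 60.6%, which argues against a GC bias of the number of DEGs. The median log2 fold change rose over these groups from −0.075 to 0.031, so a GC bias of small changes stays open. The 10 most abundant genes took a smaller share of the counts in I/R. *Col3a1* fell from 2.10% to 0.30% of the counts. Scaling by library totals in place of TMM factors shifted the median log2 fold change of genes with a mean count of at least 100 by 0.0633 and gave 11293 DEGs in place of 11283, which argues against this as the cause of the number of DEGs. For genes with a small change the shift is not small, and *Xrcc6* moved from 0.19 to 0.25.

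Since the directions of 9 DDR genes named from Figure 1C are opposite to those in the paper's text, an exchange of group names in the deposited tables was tested. Exposure to hydrogen peroxide is taken to induce p53 targets, and their median log2 fold change was 0.73 in the libraries labelled I/R, which argues against an exchange. Under the alternatives, 0 of the 9 genes changed sign. This count does not test the scaling between libraries, since a scaling moves all genes alike and could not reverse falls and rises together. In what way the direction in the text was reached was not tested.

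Proliferation and replication genes were lower in I/R. All 22 genes of the proliferation list were DEGs lower in I/R, with a median log2 fold change of −2.05 (camera false discovery rate 4.57e-14, fry 1.62e-07), among them *Mki67* with −2.33 (edgeR adjusted p = 1.68e-44). Of the 22 genes of the replication list, 21 were DEGs lower in I/R, with a median of −0.89 (camera false discovery rate 4.01e-09, fry 1.24e-06). Fewer dividing cells of another type and less division cannot be told apart. The lowest median among the fibroblast, smooth muscle and endothelial lists was −1.68, a smaller fall than that of the median proliferation gene but within the range of the proliferation genes, from −3.01 to −1.52, and the tables do not show which cells divided.

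Markers of most cell types were lower in I/R. In the cardiomyocyte list 19 of 22 genes were DEGs lower in I/R, with a median of −2.13 (camera false discovery rate 4.39e-10, fry 1.02e-07), and *Myh6* had a log2 fold change of −3.98 (edgeR adjusted p = 1.77e-48). *Tnnt2* was a DEG higher in I/R. The scaling between libraries is argued against, since the median nearest 0 under another normalization or unit was −1.60. Fewer cardiomyocytes and less expression in each cannot be told apart, because the log2 fold changes of the list spread over an interquartile range of 2.69, from −4.01 to −1.32, wider than a change in cell number alone gives unless other cells also express some of the genes. The fibroblast list had a median of −1.06 (camera false discovery rate 2.81e-06, fry 1.61e-07), with *Col1a1* at −1.23 (edgeR adjusted p = 2.60e-45), and 14 of 16 genes were DEGs lower in I/R while 2, *Postn* and *Thy1*, were higher. The smooth muscle and myofibroblast list had a median of −1.57 (camera false discovery rate 3.46e-06, fry 1.02e-07) and all 9 genes fell. The endothelial list had a median of −1.68 (camera false discovery rate 9.74e-07, fry 5.90e-07), with 12 of 13 genes DEGs lower in I/R and 1, *Flt1*, higher. *Tnnt2*, *Postn*, *Thy1* and *Flt1* are named after their values were seen.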
